# 2cChIP-seq and 2cMeDIP-seq: The Carrier-Assisted Methods for Epigenomic Profiling of Small Cell Numbers or Single Cells

**DOI:** 10.3390/ijms232213984

**Published:** 2022-11-12

**Authors:** Congxia Hu, Jun Wu, Pengxiao Li, Yabin Zhang, Yonglin Peng, Ruiqi Liu, Wenfei Du, Yani Kang, Jielin Sun, Ji Wu, Zhifeng Shao, Xiaodong Zhao

**Keywords:** low-input ChIP-seq, low-input MeDIP-seq, single-cell ChIP-seq, female germline stem cells

## Abstract

Chromatin immunoprecipitation coupled with high-throughput sequencing (ChIP-seq) can profile genome-wide epigenetic marks associated with regulatory genomic elements. However, conventional ChIP-seq is challenging when examining limited numbers of cells. Here, we developed a new technique by supplementing carrier materials of both chemically modified mimics with epigenetic marks and dUTP-containing DNA fragments during conventional ChIP procedures (hereafter referred to as 2cChIP-seq), thus dramatically improving immunoprecipitation efficiency and reducing DNA loss of low-input ChIP-seq samples. Using this strategy, we generated high-quality epigenomic profiles of histone modifications or DNA methylation in 10–1000 cells. By introducing Tn5 transposase-assisted fragmentation, 2cChIP-seq reliably captured genomic regions with histone modification at the single-cell level in about 100 cells. Moreover, we characterized the methylome of 100 differentiated female germline stem cells (FGSCs) and observed a particular DNA methylation signature potentially involved in the differentiation of mouse germline stem cells. Hence, we provided a reliable and robust epigenomic profiling approach for small cell numbers and single cells.

## 1. Introduction

Understanding transcription dynamics during development requires investigation of *cis*-regulatory elements encoded in the genome. Chromatin immunoprecipitation (ChIP) coupled with deep sequencing (ChIP-seq) is a powerful method for characterizing the global epigenetic marks associated with *cis*-regulatory elements and the interaction between transcription regulators and genomic DNA [1,2]. However, the conventional ChIP-seq analysis requires a large number of cells (>10^6^ cells), thus impeding its application in rare cell populations [3,4].

The challenge of applying ChIP-seq to low sample inputs results from ChIP DNA loss during sample preparation procedures and the low efficiency of immunoprecipitation. In the past decade, many efforts have been made to enable low-input ChIP-seq analysis. Two pioneering studies demonstrated that a number of individual epigenetic marks could be detected in low-input ChIP samples [5,6]; and many efforts have been made to develop techniques allowing ChIP-seq analysis with limited cell numbers (<10^4^ cells), as summarized in a recent report [7]. These methods carried out in vitro transcription or linear amplification of low amounts of ChIP DNA (LinDA-seq [8] and TCL-ChIP [9]), and enabled the subsequent ligation-based ChIP library preparation. To increase immunoprecipitation efficiency, a microfluidic device was developed and introduced into the ChIP assay [10,11,12]; alternatively, ‘carrier chromatin’ (the exogenous chromatin with the same epigenomic modification) was implemented for immunoprecipitation (cChIP) [6,11]. By reducing the reaction volume, ULI-NChIP-seq [3,13] and STAR ChIP-seq [14] used micrococcal nuclease for chromatin fragmentation. Other methods adopted Tn5 transposase-mediated integration for library construction (ChIPmentation [15], ChIL-seq [16], Cut&Tag [17], itChIP-seq [18], CoBATCH [19], FACT-seq [20], and TIP-seq [21]) by incorporating several biochemical reactions in ChIP (e.g., the chromatin preparation, immunoprecipitation, and library construction) into one reaction, thus alleviating sample DNA loss. Some approaches utilized protein A- or antibody-conjugated micrococcal nuclease to generate fragmented chromatin DNA and characterize histone modifications or transcription factor (TF) occupancy in low-input samples [22] or single cells [23,24,25]. Although these methods have made rapid progress, they either require instruments or are less straightforward. Moreover, an epigenomic profiling strategy that allows the generation of epigenomic maps of either histone modifications or DNA methylation for low input is unattainable.

Here, we envisioned a robust, straightforward, and microfluidic device-independent approach suitable for the epigenomic profiling of small samples and single cells. In this study, we adapted a carrier-assisted ChIP-seq (cChIP-seq) [26,27] approach by supplementing both chemically modified peptides and dUTP-incorporated DNA fragments for immunoprecipitation and library preparation; we named this protocol 2cChIP-seq (Figure 1A). Our improvement significantly increases immunoprecipitation efficiency and reduces DNA loss, which allows genome-wide epigenomic profiling of samples containing as few as 10 cells. In particular, 2cChIP-seq is basically compatible with conventional ChIP-seq procedures.

Although bisulfite sequencing could generate a single-base resolution methylome map, the high cost, limited signal recovery, and huge degradation of input DNA during bisulfite conversion make it less efficient for characterizing the methylome of a limited number of cells [28]. Therefore, we developed our carrier-assisted strategy to characterize methylome and demonstrated its efficiency by profiling histone marks or genomic DNA methylation in different types of cells. In this study, we provided an easy-to-use protocol for epigenomic analysis with a low sample input. Moreover, we extended this method to the single-cell level, measuring histone modification signals in hundreds of single cells simultaneously.

## 2. Results

### 2.1. Rational of 2cChIP-seq

2cChIP-seq introduces carrier materials, and basically, the procedures are performed as in conventional ChIP-seq, with the following exceptions: 1. the dUTP-containing lambda DNA fragments are supplemented during chromatin fragmentation and sequencing adaptor ligation; 2. the chemically-modified histone peptides are included for immunoprecipitation (Figure 1A). The supplementation of lambda DNA and modified peptides substantially reduces sample loss and facilitates immunoprecipitation and library preparation. Particularly, the spiked dUTP-containing lambda DNA could be removed from the resulting ChIP DNA library by uracil-specific excision reagent (USER) enzyme treatment. With this strategy, we generated epigenomic maps with low-cell-number samples.

### 2.2. 2cChIP-seq Efficiently Maps Histone Modifications with Low Sample Input

We firstly investigated the performance of 2cChIP-seq using K562 cell line chromatin equivalent to 10, 50, 100, and 1000 cells with the antibodies against H3K4me3 and H3K27ac, respectively. The 2cChIP-seq libraries with an average size of 400–500 bp DNA fragments were subjected to high-throughput sequencing (Figure S1). More than 75% of total qualified reads were mappable, and the deduplicated unique reads, ranging from 2% (10 cells)–43% (1000 cells), were used for downstream analysis (Figure 1B and Table S1). The ratios of read alignment to the lambda reference genome are no more than 0.040% (H3K4me3) and 0.725% (H3K27ac) (Figure 1C), indicating that the supplemented lambda DNA was almost removed from the 2cChIP-seq libraries.

In particular, we observed that both H3K4me3 and H3K27ac peaks of bulk-cell ChIP-seq were well recapitulated by 2cChIP-seq (Figure 2A). With the locations of histone modifications from ENCODE datasets as benchmarks, we visualized 2cChIP-seq read density in a heatmap around 3 kb surrounding the locations of H3K4me3 or H3K27ac of ENCODE data, observing remarkable enrichment for all cell numbers examined (Figure 2B). Moreover, we acquired considerable signals of these histone marks in 10 cells, as demonstrated by the heatmap at ±3 kb of the transcription start sites (TSSs) of all genes (Figure S2A). To evaluate the reproducibility of the 2cChIP-seq method, we examined Pearson’s correlation coefficients of various sample sizes and observed high correlations between two biological replicates of each sample size: 0.807–0.963 for 10 cells, 0.938–0.990 for 50 cells, 0.945–0.990 for 100 cells, and 0.970–0.995 for 1000 cells (Figure 2C and Figure S2B). The values of FRiP were about 21–38% for 1000 cells and 13–17% for 100 cells (Figure S2C), being substantially higher than the 1% guideline of ENCODE data [29]. These results evidence that ChIP DNA was efficiently enriched and the 2cChIP-seq data were highly reliable.

### 2.3. Comparison of 2cChIP-seq with Other Reported Epigenomic Profiling Methods for Low Sample Input

We next compared the performance of 2cChIP-seq with other low-input epigenomic profiling methods reported recently. Compared to ENCODE H3K4me3 ChIP-seq data, 97.7% and 83.1% of H3K4me3 signals were recovered by 2cChIP-seq data of 1000 and 100 cells, respectively (Figure 3A). Moreover, 2cChIP-seq data exhibited 97.6% (1000 cells) and 95.9% (100 cells) precision rates (Figure 3A), performing better than those of H3K4me3 ChIL-seq [16]. A similar performance was observed in H3K27ac 2cChIP-seq data (Figure 3A).

Using the H3K4me3 and H3K27ac ChIP-seq data of ENCODE as the gold standard, we further performed receiver operating characteristic (ROC) curve analysis [30,31] to evaluate the data quality generated with 2cChIP-seq and other low-input epigenomic profiling methods (Figure 3B and Table S2). H3K4me3 2cChIP-seq exhibited better performance than those of uliCUT&RUN (10 and 50 cells) [23] and ChIL-seq (100 and 1000 cells) [16]. A similar result was also observed when the performance of distinct approaches for H3K27ac profiling was compared (Figure 3B).

### 2.4. Development of Single-Cell 2cChIP-seq for Epigenomic Profiling

Considering that 2cChIP-seq allows the generation of reliable epigenomic profiles of less than 100 cells, we attempted to extend this approach to hundreds of single cells. For this purpose, we introduced Tn5 transposase-based indexing and tagmentation to 2cChIP-seq. As illustrated in Figure 4A and Figure S3, single cells were distributed into 96-well plates, followed by chromatin opening and tagmentation using Tn5 complexes with distinct combinations of T5 and T7 barcodes (Table S3). To improve sample recovery, dUTP-containing lambda DNA fragments were added to the tagmentation reaction as carrier. Single cells with distinct indexes were then pooled in one Eppendorf tube for immunoprecipitation with the low-input 2cChIP method. The purified ChIP DNA was ready for library amplification using i5 and i7 PCR index primers (Table S3), followed by deep sequencing (Figure S3B and Figure S4B).

Using this approach, we profiled H3K4me3 signals in 192 individual mouse (embryonic stem cells) ESCs (96 single cells per assay). About 6500 unique reads per cell were obtained (Table S4), much higher than those of Drop-ChIP [11] and scChIC-seq [24]. Compared with two alternative single-cell ChIP-seq reports [23,24], our method exhibited an advantage of a higher mapping rate (89% versus 1% in uliCUT&RUN, 6% in scChIC-seq). Additionally, the aggregated H3K4me3 signals from two batches of single-cell 2cChIP-seq experiments were highly correlated (*r* = 0.90) (Figure S4C). The pooled H3K4me3 reads of the single cells showed a pattern similar to those of H3K4me3 ChIP-seq data generated from bulk-cell sample (Figure 4B and Figure S4D) and were enriched around the TSSs (Figure 4C). We calculated the sensitivity and precision metrics of single-cell 2cChIP-seq, which yielded an average sensitivity of 0.17 and a precision of 0.14 (Figure 4D,E). These results suggest this technique is suitable for single-cell ChIP-seq analysis.

### 2.5. 2cMeDIP-seq Efficiently Profiles DNA Methylome in Low Numbers of Cells

We next extended our strategy to methylome profiling of low sample input with a few modifications. Essentially, two types of chemically methylated DNA fragments were supplemented into limited numbers of cells, followed by methylated DNA immunoprecipitation and high-throughput sequencing (Figure 5A). This modified approach was accordingly referred to as 2cMeDIP-seq.

We pretested various amounts of chemically methylated DNA fragments used in the immunoprecipitation procedure and found that the addition of 50 ng methylated lambda DNA yields the most optimal enrichment (Figure S5A). Using 2cMeDIP-seq, we investigated DNA methylation profiles of various numbers (50, 200, and 1000) of FGSCs [32]. Normalized DNA methylation signals showed consistency among samples of various sizes (Figure 5B). We observed that the 2cMeDIP-seq datasets were highly correlated between biological replicates (*r* = 0.962 for 1000 cells, *r* = 0.917 for 200 cells, and *r* = 0.920 for 50 cells) (Figure 5C) and fairly correlated with the MeDIP-seq data of the bulk sample (Figure S5B). Moreover, 71–89% of DNA methylation signals detected by conventional MeDIP-seq in the bulk sample could be recaptured by 2cMeDIP-seq in samples ranging from 50 to 1000 cells (Figure 5D). Using the DNA methylation data generated with the bulk sample as standard, we performed ROC curve analysis to evaluate the quality of 2cMeDIP-seq data and found that it performed well (Figure 5E). These results suggested that 2cMeDIP-seq is suitable for methylome profiling in small numbers of cells.

### 2.6. The Unique DNA Methylation Signature during FGSC Differentiation

DNA methylation is of particular importance in germline development [33,34]. We previously reported that DNA methylation contributes to the maintenance of mouse FGSC identity [35]. It remains unclear whether DNA methylation is involved in FGSC differentiation. To address this issue, we induced the differentiation of FGSCs in vitro (Figure 6A) with the method we recently described [36]. After three-day induction, the expression of differentiation-related genes *Stra8* and *Sycp3* was detected in retinoic acid (RA)-treated FGSCs (Figure S5C,D). We manually collected 100 differentiated FGSCs and performed methylome profiling analysis with 2cMeDIP-seq (Figure 6B).

We compared the DNA methylation patterns between undifferentiated and differentiated FGSCs. Although two biological replicates of each cell population exhibited high correlation, the methylome of undifferentiated FGSCs was poorly correlated with that of the differentiated counterpart (Figure 6C), indicating that DNA methylation undergoes widespread changes during FGSC differentiation. We then identified the differentially methylated regions (DMRs) across the genome (Table S5). Compared with undifferentiated FGSCs, 3839 hypomethylated DMRs (corresponding to 3154 genes) and 1302 hypermethylated DMRs (corresponding to 1128 genes) were identified in differentiated FGSCs. We examined the genomic distribution of the identified DMRs and found 68% of the DMRs in the hypomethylated promoter regions (Figure 6D and Figure S5E). We performed a gene ontology (GO) analysis of these genes with hypomethylated DMRs in promoter regions and found that the majority of the top 10 GO terms were development-related biological processes, including cell differentiation (Figure 6E). These findings suggest that DNA demethylation is potentially involved in FGSC differentiation.

In a recent report, we demonstrated that FGSCs could be differentiated into germinal vesicle (GV) oocytes [36]. To further understand the role of DNA methylation dynamics during FGSC development, we compared DNA methylation patterns of hypomethylated promoters in differentiated FGSCs with their counterparts in FGSCs and GV oocytes, and the expression of the corresponding genes was also analyzed (Figure 6F). 

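RNA-seq of differentiated FGSCs comprised 2 libraries, replicates 1 and 2, each prepared from 5 to 8 cells. The cells had been induced for 3 days with 10 µM RA and 10 ng/mL BMP4 on a monolayer of granulosa cells, the somatic cells that surround the oocyte in the follicle. Libraries were made by a Smart-seq protocol, in which the cDNA of a few cells is amplified by PCR before sequencing. RNA-seq data of FGSCs and GV oocytes were not analysed here, so no difference between cell populations was tested. The authors aligned the reads to mm10 with TopHat. The methods describe FPKM from Cufflinks, whereas the deposited values are whole-number counts per ID without normalization, and the paper's text does not name the program that counted them. Replicate 1 held 1517151 counts on 15412 IDs and replicate 2 held 12442 counts on 4259 IDs, with 1726 IDs counted in both. A single count thus corresponded to 0.659 counts per 1000000 (CPM) in replicate 1 and 80.4 CPM in replicate 2.
Each replicate listed the same 129311 IDs, of which 76066 were Ensembl transcript IDs and 53245 were protein accessions. The GENCODE M21 annotation of GRCm38, the assembly also called mm10, held 75192 of the Ensembl IDs. These followed chromosome and transcript start in 99.97% of neighbouring pairs on a chromosome, and the gene of a protein accession was therefore deduced from its place between annotated transcripts. This placed 45443 protein accessions in 1 gene each. When 50% of the Ensembl IDs were hidden and 20% of those removed, 99.2% of the 19582 hidden IDs placed in 1 gene were placed in the right gene. In this check the transcripts to choose from always included the right one. That is not known for the protein accessions, so the share does not give their accuracy. The comparisons used the 46794 genes whose IDs could belong to no other gene. Of 10320 Ensembl IDs without any exonic base of their own, 3 had a count in replicate 1 and 0 in replicate 2, so reads on exonic bases annotated to several transcripts were largely uncounted, and a gene listed at 0 can have been transcribed. FPKM was computed as the counts of a gene per kilobase of its exons and per 1000000 counts of the library.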

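Table S5, as far as it was used here, named 2102 gene symbols with hypomethylated promoters, and 1576 such genes were among the 46794 genes compared. In replicate 1, 564 of these 1576 demethylated genes had a count and 197 reached an FPKM of 1, which is 12.5% with a 95% Wilson confidence interval of 11.0% to 14.2%. In replicate 2, 277 had a count, and each of these reached an FPKM of 1 because of the low depth, which is 17.6% with an interval of 15.8% to 19.5%. These intervals cover counting error only. The median log2(FPKM + 1) of the demethylated genes was 0 in both replicates, and the upper quartile was 0.23 in replicate 1 and 0 in replicate 2. A count in both replicates was found for 138 demethylated genes, an FPKM of 1 or more in both for 45, and no count in either for 873. For the mean FPKM of both replicates, the median log2(FPKM + 1) was 0, the upper quartile was 0.96, and 24.8% of the genes reached 1. Keeping only genes with a count in at least 1 replicate moved the upper quartile and the share most, to 3.65 and 55.6% over 703 genes. In replicate 2, 1 count gave an FPKM of 2.935 even for Tcf4, with 27382 exonic bases. For genes with no more exonic bases, 1 count there thus sufficed for a mean FPKM of 1, whatever replicate 1 showed. With the reads of both replicates pooled, a choice made after seeing the data, 14.1% of the demethylated genes reached 1.
Among the 45218 other genes compared, 16.9% reached a mean FPKM of 1, which is 7.90 percentage points fewer than among the demethylated genes. None of 10000 random gene lists of the same size lay as far from the mean of the lists (two-sided share 0.0001, the smallest they can give). These lists were not matched on gene type. Protein-coding genes made up 1473 of the 1576 demethylated genes and 12254 of the 45218 others. The difference therefore does not separate demethylation from gene type. The paper counts more demethylated genes than the part of Table S5 used here names, so the other genes can include demethylated ones. The direction at an FPKM of 1 depended on the replicate and on the genes compared. The difference was -2.24 percentage points in replicate 1 (12.5% of demethylated against 14.7% of other genes) and 10.9 percentage points in replicate 2 (17.6% against 6.69%). By detection, the demethylated genes had the higher share in both replicates. In replicate 1, 564 of 1576 demethylated and 9750 of 45218 other genes had a count, and 291 and 6588 had at least 3. The demethylated share with a count was lower there than among other protein-coding genes (5930 of 12254). Against protein-coding genes only, a choice made after seeing the data, 25.6% of 1473 demethylated genes reached a mean FPKM of 1 compared with 35.9% of 12254 others, a difference of -10.3 percentage points (two-sided share 0.0001). Genes are not replicates, and these shares describe the 2 libraries only. Counting only IDs of 1 gene, none of 39 markers of germ cells, meiosis and oocytes reached 3 counts in replicate 1. Its counts alone thus do not show that they came from differentiated FGSCs. Across the 46794 genes, log2(FPKM + 1) of the replicates correlated with a Pearson r of 0.164 and a Spearman rho of 0.182.

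**Figure D1:**
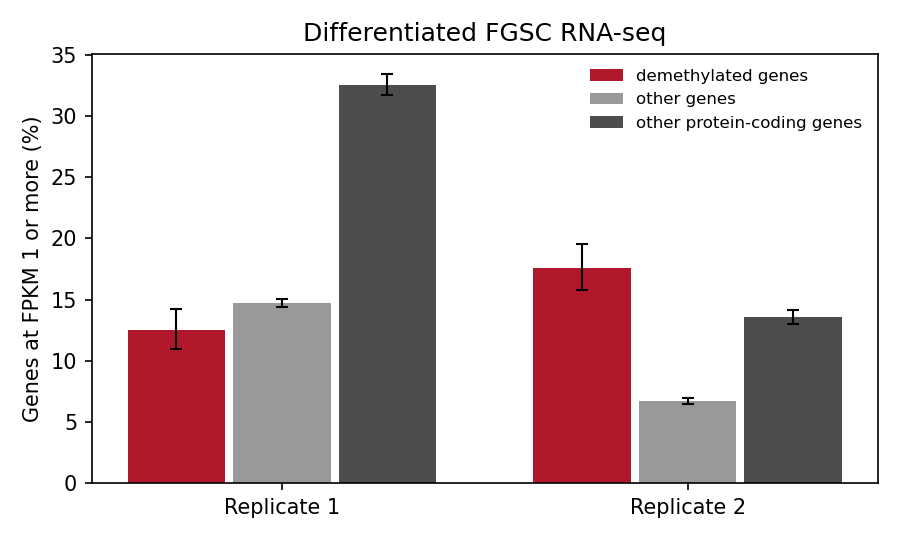
Percentage of genes at FPKM 1 or more (vertical axis) in each RNA-seq replicate of differentiated FGSCs, for demethylated genes, all other genes and other protein-coding genes. Bars show the percentage and error bars its 95% Wilson confidence interval; the demethylated genes lie at 12.5% in replicate 1 and 17.6% in replicate 2, against 32.6% and 13.6% of other protein-coding genes.

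Among the genes shown as examples of differentiation-related loci in Figure S5E, Ybx2 (chromosome 11, 69935796 to 69941605, GRCm38) had no count in either replicate and IDs that could belong to another gene. Lhx8 (chromosome 3, 154306294 to 154330659) had 0 counts in replicate 1 and 1 count in replicate 2, below the smallest level that 3 counts can show there, an FPKM of 95.2. Syce1 (chromosome 7, 140777229 to 140787852) had 0 counts in replicate 1, and in replicate 2 at most 2 counts that could also belong to another gene.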

Among 2627 methylated promoter regions (corresponding to 2415 genes) in FGSCs, while hypomethylated in differentiated FGSCs, most of these demethylated genes remained transcriptionally unchanged upon FGSC differentiation; instead, some of them were significantly upregulated in GV oocytes (*p* < 2.22 × 10^−16^) (Figure 6G). Considering that genomic regions with low DNA methylation level have been recognized as predictors of transcription factor binding sites [37], we examined motifs of transcription factors in these hypo-DMRs in promoter regions. We found that the motifs of the transcription factors involved in meiosis and oocyte maturation (including NRG1 [38], TCF4 [39], and HIF-1b [40]) were significantly more abundant (Figure 6H).

## 3. Discussion

In this study, we presented a 2cChIP-seq approach for generating high-quality epigenomic profiles of histone modifications with high sensitivity and robustness. Unlike the recently reported ChIL-seq in which antibody-conjugating ChIL probe–transposase complex may preferentially target nucleosome-depleted regions due to accompanying dissociations from the target chromatin [16], the 2cChIP-seq technique developed in this study is based on immunoprecipitation and more faithful in the preservation of the epigenomic features (Figure 3A,B).

So far, ‘carrier strategy’ has been frequently used for low-input ChIP-seq methods. For instance, the addition of a carrier improves immunoprecipitation efficacy and enables ChIP-seq with 500–10,000 cells [26]. Alternatively, supplementation of carrier DNA facilitates library construction in RP-ChIP-seq that may produce epigenomic profiles in 500 cells [41]. In this study, we made full use of this strategy in the epigenomic profiling of histone and DNA methylation by combining two types of carriers: (1) dUTP-containing lambda DNA that reduces sample loss during sample preparation and library construction and (2) chemically modified peptides or methylated DNA fragments which increase immunoprecipitation efficacy. Such improvements ended up with high sensitivity and fair reproducibility (Figure 2, Figure 3, Figure 5). The epigenomic signal coverage ratio generally dropped down as the number of cells decreased; we found 2cChIP-seq data derived from 1000 cells were highly representative, which could recapture more than 90% of signals identified in bulk-cell samples (Figure 2C and Figure 3A). In contrast to the reported carrier-assisted methods [11,41], in our method, the carrier materials were almost removed in the sequencing libraries (Figure 1C), which greatly reduced the sequencing costs. Thus, these improvements enable 2cChIP-seq to start with as few as 10 cells. By introducing Tn5 transposase-based cellular indexing and tagmentation, 2cChIP-seq could also be applied to single-cell level analysis (Figure 4).

The dynamics of DNA methylation are critically involved in the germ cell development [33,34]. In this study, we obtained the in vitro differentiated FGSCs as we reported previously [36] and characterized DNA methylation patterns among FGSCs, differentiated FGSCs, and GV oocytes. Compared with FGSCs, the transcription levels of demethylated genes were not obviously changed in differentiated FGSCs and became up-regulated in GV oocytes (Figure 6G). 

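The part of Table S5 used here lists promoter hypo-DMRs for 1296 gene symbols, and 970 such genes were among the genes compared. Across these 970 genes, Spearman's rho between the paper's log2 fold change of promoter methylation and the mean log2(FPKM + 1) of both RNA-seq replicates was -0.05 (two-sided permutation test across genes, which are not independent replicates, p = 0.157). Over all 1295 such genes with an ID, a choice made after seeing the data, rho was -0.0587 with the counts of ambiguous IDs left out (permutation test, p = 0.0345) and -0.0637 with these counts given to each gene (permutation test, p = 0.0214), and over the 970 genes with only Ensembl IDs it was -0.0652 (permutation test, p = 0.0423). For protein-coding genes only, rho was -0.0306 (permutation test, p = 0.36). Among genes with a count in at least 1 replicate it was 0.0033 (permutation test, p = 0.946). Over the 970 genes, rho was -0.0650 in replicate 1 alone and -0.0105 in replicate 2 alone. Whether the relation passed 0.05 thus depended on the genes and IDs used. Among the 10 genes with the lowest FDR of a promoter hypo-DMR in the part of Table S5 used here, Fat4 (chromosome 3, 38886940 to 39011985, GRCm38) had 75 counts in replicate 1 and 3 in replicate 2. The promoter log2 fold change the paper reports for Fat4 is -4.07. Of the others, Epop, Yjefn3 and Slc6a17 had between 2 and 3 counts in replicate 1 and none in replicate 2, and Mir101c, Mapt, Hapln2, Bhlhe22, Btbd11 and Foxl2 had none in either. Among demethylated genes at an FPKM of 1 or more in both replicates, Ptma (chromosome 1, 86526726 to 86530712) had the highest mean, with an FPKM of 119.5 from 265 counts in replicate 1 and 109.9 from 2 counts in replicate 2. Epas1 (chromosome 17, 86753700 to 86833410) had 14 counts in replicate 1 and 13 in replicate 2, which gave an FPKM of 1.65 and 186.9. The paper names NRG1, TCF4 and HIF-1b for motifs in Fig. 6H. The mouse genes matched to these names here were Nrg1, Tcf4 and Arnt, which encodes HIF-1b. Whether the product of mouse Nrg1 binds the motif of that name was not examined. Nrg1 had 127 counts and Tcf4 had 414 counts in replicate 1, against 0 and 1 in replicate 2. Arnt had 46 counts in replicate 1 and between 0 and 3 in replicate 2, where its counts could also belong to another gene. From the box plots of FGSCs, differentiated FGSCs and GV oocytes in Fig. 6G, the paper states that transcription of most demethylated genes did not obviously change upon differentiation and that some were higher in GV oocytes, and it proposes that expression follows the methylation change with a delay.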

Our findings suggested that these differentiation-related genes exhibited delayed expression changes in the later development stage after methylation changes in the prior stage, a scenario observed during B-cell development [42].

DNA demethylation provides a genetic base for the binding of transcription factors, and then primes their target *cis*-regulatory elements at earlier stages during cell fate decisions [37,42]. In our study, we observed a more frequent presence of the motifs specific for the meiosis- and ovulation-related transcription factors present in hypomethylated DMRs located in promoter regions of differentiated FGSCs’ genome (Figure 6H). The potential bindings of these transcription factors are likely involved in the development of FGSCs.

## 4. Materials and Methods

Buffer solutions used in the experiment are listed in the Supplementary Materials and Methods (Supplementary Section S1.1).

### 4.1. Cell Preparation

#### 4.1.1. K562 Cell Culture

K562 cells were cultured in RPMI 1640 medium (Gibco, Carlsbad, CA, USA) containing 10% fetal bovine serum (FBS, Gibco) and 1% penicillin–streptomycin (Gibco).

#### 4.1.2. Embryonic Stem Cell Culture

E14TG2a (E14) murine ESCs were kindly provided by Prof. Jian Yang of Tongji University School of Medicine and cultured in M15 medium [43], which is described in Supplementary Section S1.2.

#### 4.1.3. Female Germline Stem Cell Culture

FGSCs were isolated as we previously reported [44] and cultured on Sandos inbred mouse (SIM) embryo-derived thioguanine- and ouabain-resistant (STO) feeder cells in a medium consisting of MEM α (Gibco), 10% FBS (Gibco), and several cell growth factors. A detailed description is given in Supplementary Section S1.3.

#### 4.1.4. Female Germline Stem Cell Differentiation

FGSCs differentiation was induced according to our previously described protocol with minor modifications [36]. The detailed procedure was conducted as described in Supplementary Section S1.4.

#### 4.1.5. Germinal Vesicle Oocyte Collection

GV oocytes collection was performed as we described previously [45,46], according the procedure described in Supplementary Section S1.5.

### 4.2. Carrier Preparation

Two commercially available histone peptides with distinct chemically modified epigenetic marks, i.e., H3K4me3 peptide (Epigentek, Farmingdale, NY, USA) and H3K27ac peptide (abcam, Cambridge, MA, USA) were used.

The dUTP-containing lambda DNA fragments with the size of 2 kb were generated by PCR amplification using primers in Table S6 and dNTP mixture (dTTP replaced by dUTP). The methylated lambda DNA (dUTP-containing) fragments were generated with CpG methyltransferase (Fermentas, Vilnius, Lithuania) and sonicated at 30% power for 10 cycles (5 s pulse and 15 s rest per cycle) with a sonicator (BRANSON, Brookfield, CT, USA) to obtain fragments with the size of 200–500 bp.

### 4.3. Low-Input 2cChIP-seq

Ten thousand K562 cells were crosslinked in 1% formaldehyde for 10 min and the reaction was terminated by supplementing 0.125 M glycine and maintaining for 10 min. After washing with PBS, the cells were centrifugated at 700× *g* for 5 min and resuspended with 500 μL low-salt lysis buffer containing protease inhibitor.

The cells mixed with 1 μg dUTP-containing lambda DNA were treated with a sonicator at 30% power for 8 cycles with a parameter of 30 s on and 59 s off per cycle to obtain genomic DNA fragments with the proper length. From this stock chromatin preparation, samples equivalent to 1000, 100, 50, and 10 cells were separated for 2cChIP-seq. Ninety percent of fragmented DNA was immunoprecipitated and the rest was kept as input.

Subsequently, 20 μL protein A + G magnetic beads (Merk Millipore, Darmstadt, Germany) were added for each ChIP assay. The beads were washed twice using 1 mL low-salt lysis buffer and resuspended with 800 μL low-salt lysis buffer, followed by adding 5 μg anti-H3K4me3 antibody (abcam) or 5 μg anti-H3K27ac antibody (abcam) and rotating for 2–4 h at 4 °C. The antibody–bead complexes were washed two times using low-salt lysis buffer, and then incubated with fragmented chromatin and the chemically modified histone peptides equaling to millions of cells (H3K4me3: 0.2 ng; H3K27ac: 0.1 ng) [26] in 800 μL low-salt lysis buffer at 4 °C with gentle rotation overnight.

The chromatin–antibody–bead complexes were washed twice separately using the following four different buffer solutions (Supplementary Section S1.1): low-salt lysis buffer, high-salt lysis buffer, LiCl buffer, and TE buffer, followed by de-crosslinking at 55 °C for 6 h in 400 μL elution buffer containing 0.25 mg/mL proteinase K. Input samples were de-crosslinked under the same conditions.

ChIP and input DNA were purified through phenol/chloroform/isoamylalcohol (25:24:1) extraction. To improve the efficiency of ethanol precipitation and the subsequent library construction process, 50 ng dUTP-containing lambda DNA was added to each sample. The purified DNA was used for library construction with NEBNext^®^ Ultra™ II DNA Library Prep Kit (New England Biolab, Ipswich, MA, USA), following the manufacturer’s instructions with modifications. Briefly, the end repair, dA-tailing, and adaptor ligation reactions were conducted according to the instruction manual, followed by purification using 0.8 × AMPure XP beads (Beckman, Brea, California, USA). The ligation products were treated with 5 μL USER enzyme (NEB) at 37 °C overnight, followed by PCR amplification with Q5^®^ High-Fidelity DNA Polymerases (NEB) for 15–20 cycles. The amplified 2cChIP-seq libraries, purified using 0.8 × Ampure XP DNA purification beads, were sequenced with Illumina HiSeq X-ten.

### 4.4. Single-Cell 2cChIP-seq

#### 4.4.1. Preparation of Barcoded Tn5 Transposome Complexes

The Tn5 transposome was assembled using TruePrep Tagment Enzyme kit (Vazyme, Nanjing, China) according to the manual with modifications. Briefly, each T5 or T7 oligo was mixed with equal mole of common annealing primer (Table S3) and incubated for 5 min at 95 °C, followed by a programmed temperature decrease of 0.1 °C/s to 25 °C. The 8.75 μM barcoded Tn5 transposome was obtained by mixing 10 μL TruePrep Tagment Enzyme (2 μg/μL) and 10 μL preannealed oligonucleotides at 35 μM with 20 μL storage buffer, and incubating at 25 °C for 1 h.

The activity of the assembled Tn5 complex was detected through mouse genomic DNA tagmentation as described previously [47]. In each reaction, 300 ng genomic DNA was mixed with various amounts of Tn5 transponsome and the result is shown in Figure S4A. We chose 1 μg Tn5 transposase (17.5 μM) for tagmentation, as this condition yielded DNA fragments of less than 1 kb.

#### 4.4.2. Single-Cell Indexing and Library Preparation

As described previously [18], 0.3% SDS was used for single-cell chromatin opening. After treatment with 10% Triton X-100 to quench SDS, each single cell was supplemented with 2 μL TMgCl-DMF, 0.875 μM Tn5-T5, and 0.875 μM Tn5-T7. The final volume of tagmentation reaction was 10 μL by supplementing with ddH_2_O, and the mixture was incubated at 37 °C for 50 min and 55 °C for 10 min. The reaction was terminated by adding 2 µL 250 mM EDTA and incubating at room temperature for 20 min.

After adding 5 ng dUTP-containing lambda DNA into each well, single cells in a 96-well plate were pooled and centrifuged in 1.5 mL tubes. The pellets were resuspended in 20 μL releasing buffer, incubated for 30 min at room temperature, and sonicated at a low level for 5 cycles (15 s pulse and 30 s pulse per cycle; Bioruptor plus, Diagenode, Liege, Belgium) to release chromatin. Then 100 μL ChIP dilution buffer was added to the cell mixture, and centrifugation at 4 °C, 20,000× *g* for 15 min was performed to collect soluble chromatin from about 100 cells, which was used as starting material for low-input 2cChIP-seq analysis.

Finally, ChIP DNA was amplified with 1 μL of 25 μM i5 index primer, 1 μL of 25 μM i7 index primer (Table S3), and 25 μL of 2 × KAPA master mix in 50 μL solution. The PCR reaction was performed at 72 °C for 5 min, 98 °C for 45 s, 20 cycles of 98 °C for 15 s, 63 °C for 30 s, 72 °C for 1 min, and a final extension at 72 °C for 5 min. The purified libraries were subjected to Illumina Nextseq 500 for sequencing.

### 4.5. Low-Input 2cMeDIP-seq

Before genomic DNA was extracted from small numbers of FGSCs (50, 200, and 1000 cells) or 100 differentiated FGSCs using GenElute™ Mammalian Genomic DNA Miniprep Kit (Sigma-Aldrich, St. Louis, MO, USA), 1 μg dUTP-containing lambda DNA was mixed into the limited numbers of cells to reduce sample loss. The DNA mixture was subsequently sheared into fragments with suitable lengths by the 40-cycle sonication at 30% power (5 s on and 15 s off per cycle; BRANSON). The sonicated genomic DNA was subjected to library preparation with NEBNext^®^ Ultra™ II DNA Library Prep Kit for Illumina (NEB), and the libraries were purified with 1 × AMPure XP beads.

The immunoprecipitation procedure was conducted according to a reported MeDIP protocol [48] with slight modifications. Briefly, methylated lambda DNA was supplemented into the library before DNA denaturation. We optimized the amount of spike-in methylated lambda DNA (dUTP-containing) by 2cMeDIP-qPCR (Table S6) and examined the enrichment effect in FGSCs. After optimization, 50 ng dUTP-containing methylated lambda DNA was mixed with adaptor-ligated DNA and denatured for 10 min at 95 °C. The mixture was then immediately incubated in an ice bath for 10 min, and 1/10 volume of the denatured product was set aside as input. The protein A + G magnetic beads (Millipore, Darmstadt, Germany) were incubated with anti-5-methylcytosine monoclonal antibody (Epigentek, Farmingdale, NY, USA) at 4 °C for 2–4 h with overhead shaking. Subsequently, the library was added to the antibody–bead complexes, and the mixture was incubated at 4 °C overnight under gentle rotation.

After immunoprecipitation, the dynabead–antibody–methylated DNA complexes were washed four times with wash buffer, followed by proteinase K treatment for 3 h at 55 °C. The immunoprecipitated DNA was extracted by phenol/chloroform/isoamylalcohol, precipitated by ethanol, and dissolved in 10 mM Tris-HCl (pH 8.0). The purified methylated DNA and input DNA were treated with USER enzyme (NEB), followed by 15–20 cycles of PCR amplification utilizing Q5 High-Fidelity DNA Polymerase (NEB). The purified 2cMeDIP-seq libraries were sequenced by Illumina HiSeq X-ten.

### 4.6. RNA Isolation and RT-PCR

Total RNA was isolated utilizing a PicoPure RNA Isolation Kit (Thermo Fisher Scientific, Waltham, MA, USA), followed by RT-PCR as we described previously [49]. The detailed procedure is shown in Supplementary Section S1.6.

### 4.7. Immunofluorescent Staining

Cells were fixed with 4% paraformaldehyde and processed as described in Supplementary Section S1.7.

### 4.8. Low-Input RNA-Seq

Basically, the RNA-seq library of 5–8 differentiated FGSCs was constructed according to Smart-seq protocol with modifications [50]. A detailed description can be found in Supplementary Section S1.8.

### 4.9. Data Analysis

#### 4.9.1. Reads Mapping

The raw sequencing reads were trimmed with trimmomatic v0.38 [51] to remove adapter sequences and low-quality reads. Then the clean reads were mapped against the reference genome (hg19 or mm10) by Bowtie v1.2.1.1 [52] with parameters ‘-l 50 -n 2 -X 600 --quiet --no-unal -m 1′. Reads mapped to the same location and orientation were removed in the downstream analysis. The presence of phage lambda DNA fragments was determined once the reads were aligned to the phage lambda DNA genome (NCBI, https://www.ncbi.nlm.nih.gov/nuccore/NC_001416.1, accessed on 28 March 2021). The bigwig files were generated with the function *bamCoverage* of software from deepTools [53] using the following parameters (--binSize 200 and --smoothLength 1000), and ‘binSize 1000′ was used for 2cMeDIP-seq data. All heatmaps of H3K4me3 and H3K27ac data were generated using deepTools. The histone marks of low input were aligned around the center (±3 kb) of the bulk samples’ peaks.

#### 4.9.2. Peak Calling

Peaks were defined using MACS v2.2.1 [54]. The default parameters were used for calling peaks in bulk-cell samples except ‘-q 0.01′. The q values for peak calling in the limited number of cells were determined by ROC curves according to a recent report (e.g., q-value was set as 0.23 for 10 cells) [16]. The broad peak calling model in MACS2 was used for 2cMeDIP-seq data with default parameters except ‘--broad-cutoff 1e-3′; and the parameter of ‘--broad-cutoff’ was set as 0.1 for 2cMeDIP-seq data of the limited numbers of cells. To examine the signal-to-noise ratio of our datasets, the fraction of reads in peaks (FRiP) of H3K4me3 and H3K27ac data was calculated using bedtools v2.25.0 [55]. The CEAS v0.9.9.7 [56] was implemented to annotate the genomic distribution of peaks in H3K4me3 and H3K27ac datasets.

#### 4.9.3. Correlation Analysis and Construction of Receiver Operating Characteristic Curves

To evaluate the robustness and reliability of our method, we calculated the correlation of either histone modifications or DNA methylation data, respectively. Pearson’s correlation coefficients were analyzed in 4-kb bins across the entire human or mouse reference genome.

The performance of our method was compared with the other two state-of-the-art methods, ChIL-seq [16] and uliCUT&RUN [23], using ROC curves. We focused on the promoter region (from 2000 bp upstream to 500 bp downstream of a transcription start site). The ENCODE ChIP-seq data (GSM2534289 for H3K4me3; GSM733656 for H3K27ac) or bulk MeDIP-seq data were used as the gold standard, respectively. The gold-standard true positives were designated as the identified promoter peaks present in gold-standard samples. The identified promoter peaks that did not overlap with the peaks in bulk samples were regarded as gold-standard negative sets. We generated the ROC curves for each method by calculating the true positive and false positive rates with different q-value cutoffs [10].

#### 4.9.4. Single Cell 2cChIP-seq Data Analysis

##### Reads Mapping of Single-Cell 2cChIP-seq Data

The raw sequencing reads were trimmed using cutadapt v2.10 [57] to remove adapter and low-quality reads. Then the qualified reads were mapped against the mm10 reference genome by Bowtie2 v2.3.3.1 [58] with default parameters. Reads mapped to the same location and orientation were removed in the downstream analysis.

##### Sensitivity and Precision Analysis of Single-Cell 2cChIP

The sensitivity and precision of single-cell 2cChIP-seq data were calculated as described previously [11,24]. Briefly, the ratio of the reference peak regions recovered by single-cell reads was used to evaluate the sensitivity, and the ratio of single-cell reads located in the reference peak regions was used to verify the precision. Among the sensitivity and precision data of all single cells, those for the top 5% of single cells were plotted in R (version 3.6.3). We used bulk ESC H3K4me3 ChIP-seq data from ENCODE (GSM1003756) as a reference and obtained a simulated random profile as the control.

##### Correlation Analysis of Single-Cell 2cChIP-seq Data

A genome-wide correlation was conducted to assess the distribution of reads across samples. Pearson correlation coefficients between two independent experiments of single-cell 2cChIP-seq data or between bulk ChIP-seq data and pooled single-cell 2cChIP-seq data were calculated.

##### Plotting Transcription Start Site Profiles of Single-Cell 2cChIP-seq Data

For each library, the average TSS density was analyzed using deepTools. In particular, the region of 3 kb around each TSS was taken into account and divided into 200 bp bins. According to the data analysis method of scChIC-seq [24], the density profile was obtained by dividing the number of reads mapped to the bin by the total number of mapped reads, and averaging over all promoters.

#### 4.9.5. Identification of Differentially Methylated Regions

DNA methylation peaks were called with MACS2 and the DMRs were identified with DiffBind [59] and DESeq2 packages [60]. Only peaks with more than 10 counts were chosen for DMR identification using the DESeq2 package. Lastly, we classified the identified DMRs (|log2 FC (fold change)| ≥ 1) into the following groups: promoter (from 2000 bp upstream to 500 bp downstream of a TSS), exonic, intronic, and intergenic regions of genes, using the script annotatePeaks.pl in HOMER toolkit.

#### 4.9.6. Gene Ontology Enrichment Analysis

To understand the biological relevance of DNA methylation dynamics to female germ cell development, we performed GO enrichment analysis of methylated genes at different developmental stages of germ cells. The genes with promoter containing hypo-DMRs were subjected to GO enrichment analysis with the gene ontology resource [61].

#### 4.9.7. Low-Input RNA-Seq Read Alignment and Quantification

Alignment of the reads and calculation of gene expression were performed with the Tuxedo pipeline (Tophat, Cufflinks) [62]. Raw sequencing reads were aligned to the mm10 reference genome with TopHat v2.1.1. Gene expression levels were quantified from the mapped reads with Cufflinks v2.2.1 and expressed as fragments per kilobase exon model per million mapped reads (FPKM). Cuffdiff in Cufflinks was performed for differential expression analysis. Genes with *p*-value < 0.01 and fold change > 2 were thought to be expressed differentially.

#### 4.9.8. Motif Enrichment

The promoter regions with hypo-DMRs during FGSC differentiation were used for transcription factor motif analysis. Enrichment for TF motifs was carried out through findMotifsGenome.pl in Homer v4.11 [63] with parameter ‘-size given’.

#### 4.9.9. Data Access

The previously published sequencing datasets used in this study are available under accession numbers GSM2534289 (ENCODE ChIP-seq; K562 cells; H3K4me3), GSM733656 (ENCODE ChIP-seq; K562 cells; H3K27ac), GSE115047 (ChIL-seq; C2C12 cells; H3K4me3 and H3K27ac for 100 and 1000 cells) [16], GSE111121 (uliCUT&RUN; ESC; H3K4me3 for 10 and 50 cells) [23], GSM1003756 (ENCODE ChIP-seq; ES cells; H3K4me3), SRP066132 (RNA-seq; FGSCs) [35], and GSE75738 (RNA-seq; GV cells) [45].

## 5. Conclusions

This study provided a technique that allows the generation of high-quality epigenomic profiles of histone modifications or DNA methylation from low-input samples and histone modification analysis from single cells, and thus paved the way for elucidating chromatin state in low numbers of cells.

## Figures and Tables

**Figure 1:**
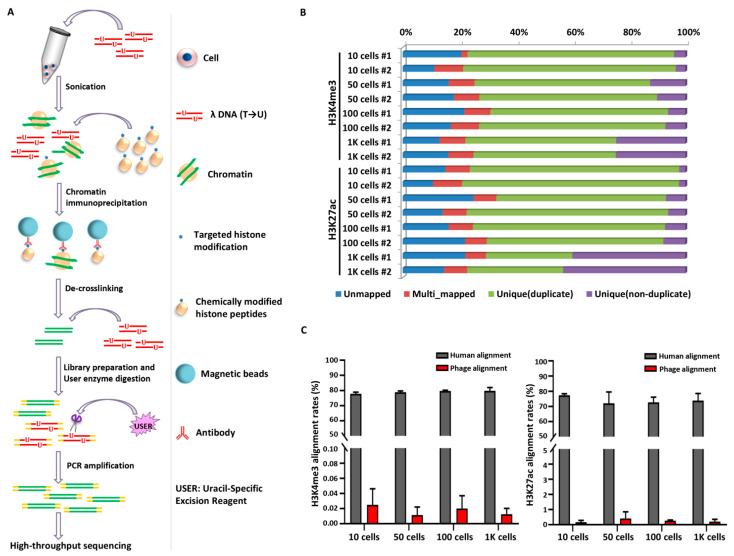
2cChIP-seq strategy overview and data quality presentation. (**A**) The scheme illustrates the conceptual design and key steps of the 2cChIP-seq protocol. The dUTP-containing lambda DNA fragments and chemically modified histone peptides are added as carriers during ChIP DNA preparation and library generation. (**B**) Deep sequencing features of 2cChIP-seq reads. (**C**) The plot depicts the proportions of 2cChIP-seq reads aligned to the human or lambda reference genome. Data were obtained from two independent experiments. The labels (#1 and #2) represent two 2cChIP-seq replicates.

**Figure 2:**
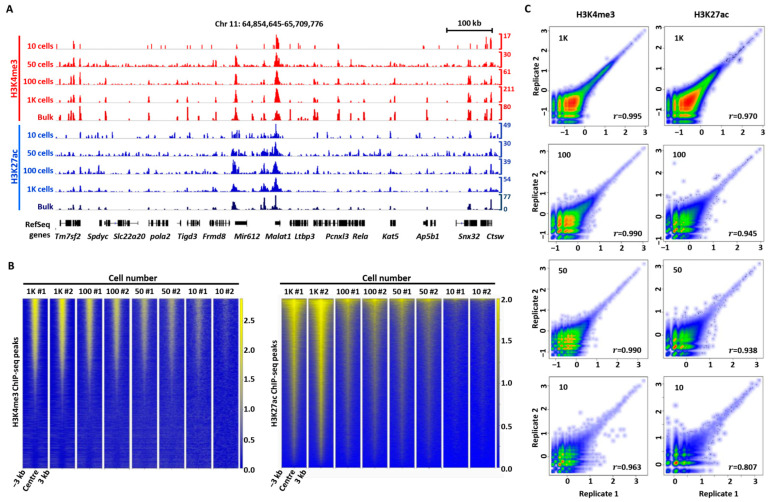
2cChIP-seq reliably generates H3K4me3 and H3K27ac profiles in small numbers of cells. (**A**) Normalized H3K4me3 and H3K27ac 2cChIP-seq signals at the indicated regions using data from various sample sizes. ENCODE data (H3K4me3, GSM2534289; H3K27ac, and GSM733656) are shown for comparison. (**B**) Heatmaps of 2cChIP-seq data for the indicated cell numbers. Data are centered on peaks called from GSM2534289 for H3K4me3 and GSM733656 for H3K27ac. A window of 6 kb (−3 kb to +3 kb) around the peak center is shown. (**C**) Scatter plot comparison of two 2cChIP-seq biological replicate datasets generated with various numbers of cells. The *r* indicates Pearson’s correlation coefficient calculated in non-overlapped 4-kb bins across the entire human genome. Sample size: *n* = 2. Chr, Chromosome. #1 and #2, represent two 2cChIP-seq replicates.

**Figure 3:**
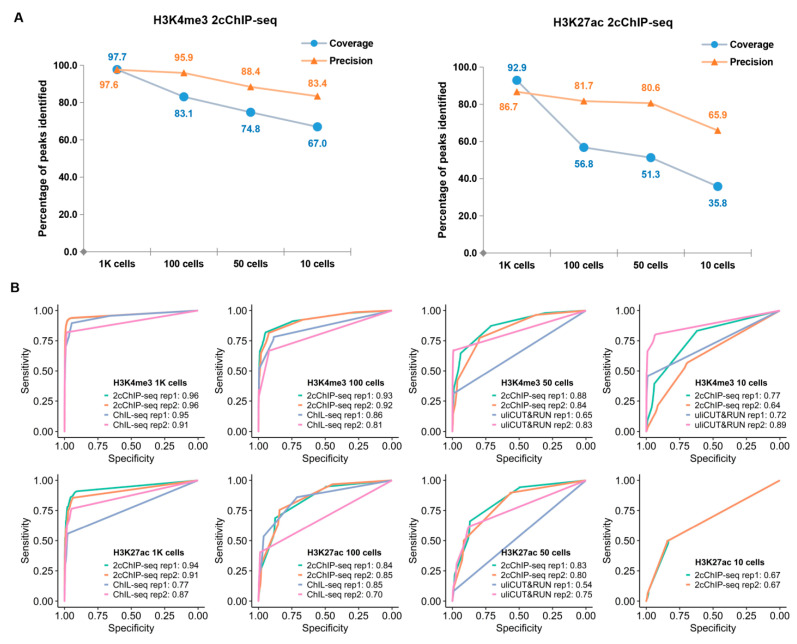
Performance comparison between 2cChIP-seq and other epigenomic profiling methods. (**A**) Line charts showing the coverage and precision of 2cChIP-seq peaks in the promoter region compared with those of ENCODE ChIP-seq data (H3K4me3, GSM2534289; H3K27ac, GSM733656). (**B**) ROC curves for the comparison of H3K4me3 and H3K27ac, respectively. ROC curves were constructed by comparing the data generated by distinct methods for low sample input with published data. The raw data of ChIL-seq and uliCUT&RUN are from GSE115047 and GSE111121, respectively. The values shown are for the area under the ROC curve (AUC).

**Figure 4:**
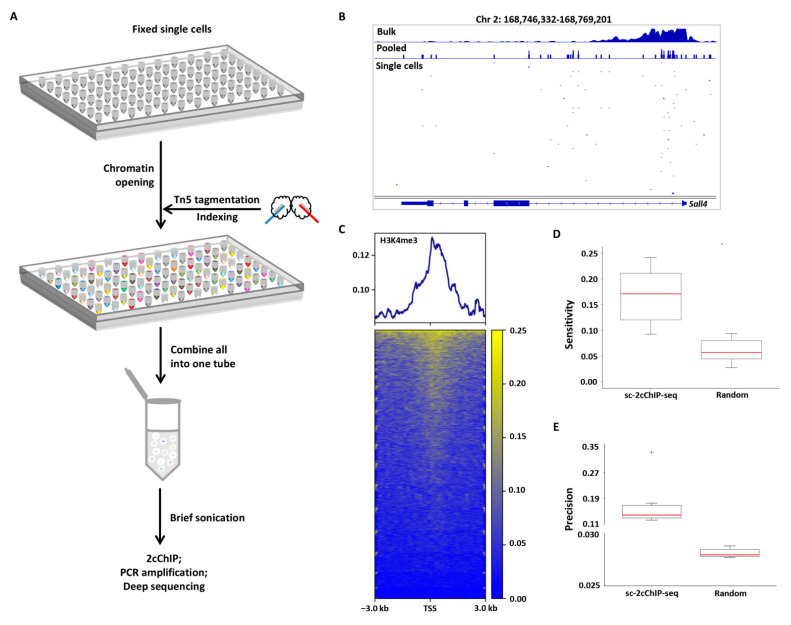
2cChIP-seq profiles of H3K4me3 signals in single cells. (**A**) Workflow of single-cell 2cChIP-seq. (**B**) Integrative Genomics Viewer (IGV) track view showing the H3K4me3 profiles from ENCODE bulk-cell ChIP-seq data (GSM1003756), pooled single-cell 2cChIP-seq data (from two independent experiments), and 12 individual cells. (**C**) Heatmap showing H3K4me3 signals at the TSS ±3 kb regions of genes for all single cells. (**D**,**E**) Boxplots showing the scores of sensitivity (**D**) and precision (**E**) for the top 5% of individual single cells, and simulated random genomic regions.

**Figure 5:**
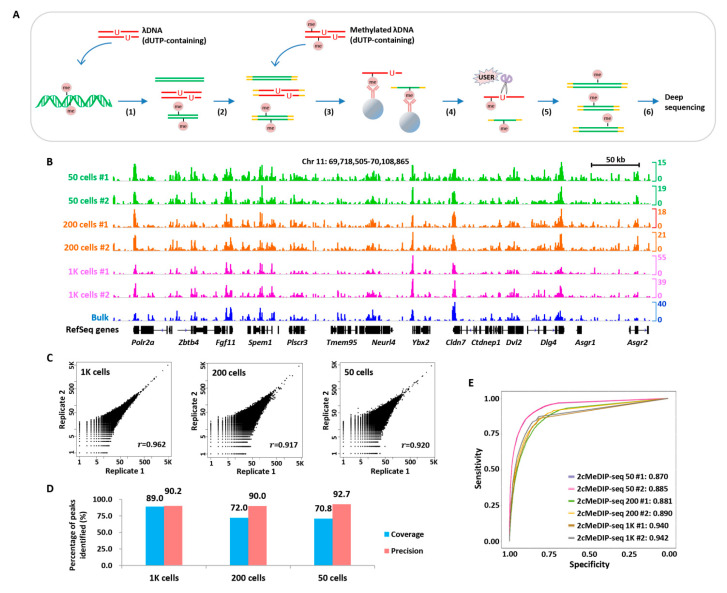
2cMeDIP-seq generates high-quality DNA methylone profiles with limited numbers of cells. (**A**) Overview of 2cMeDIP-seq protocol. Following (1) sample preparation and sonication, dUTP-containing λ DNA (lambda DNA) fragments are added as carrier, (2) repair of DNA ends and ligation of barcoded adaptors, (3) immunoprecipitation with antibody, methylated λ DNA (dUTP-containing) fragments are added as carrier, (4) reverse-crosslinking, (5) elution and USER digestion, (6) PCR amplification and deep sequencing. (**B**) Normalized 2cMeDIP-seq data generated with distinct numbers of FGSCs are shown for the indicated region. The ‘bulk’ data generated with millions of cells using the MeDIP-seq protocol is shown for comparison. (**C**) Scatter plot comparison of two 2cMeDIP-seq biological replicate datasets generated with various numbers of cells. The *r* indicates Pearson’s correlation coefficient calculated as in Figure 2C. (**D**) Bar chart showing coverage and precision of 2cMeDIP-seq signals in the indicated numbers of cells compared with the bulk counterpart. (**E**) ROC curves for the comparison for the 2cMeDIP-seq data generated by distinct numbers of cells. Values shown are AUC. Chr, chromosome. #1 and #2, two biological replicates.

**Figure 6:**
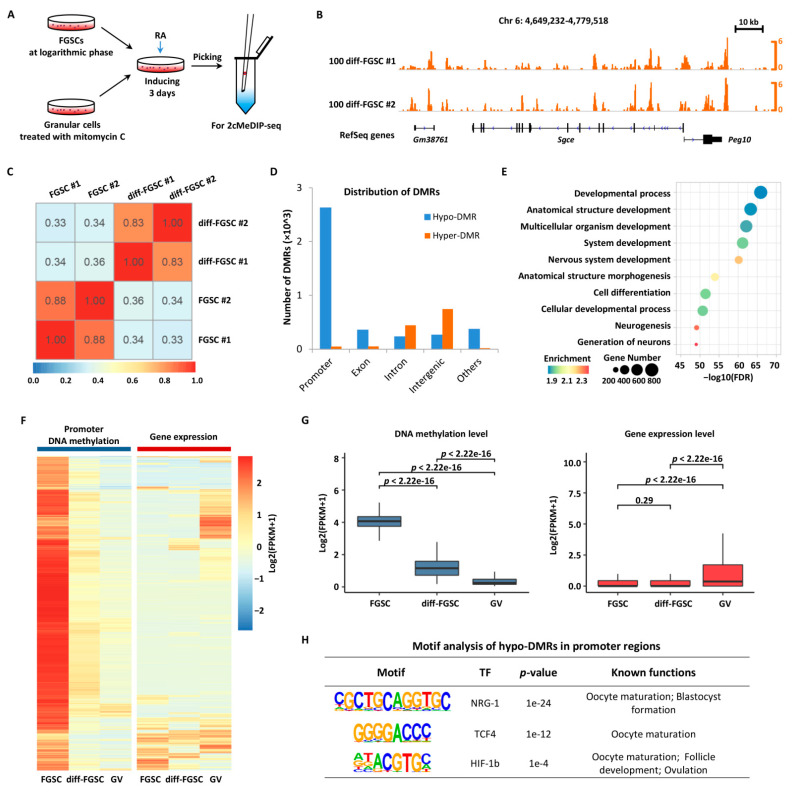
Distinct DNA methylation patterns during FGSC differentiation. (**A**) Experimental design and DNA methylation data generated with differentiated FGSCs. FGSCs were treated with RA for 3 days and collected for 2cMeDIP-seq. (**B**) Normalized 2cMeDIP-seq signals generated with 100 differentiated FGSCs are shown for the indicated region. (**C**) Heatmap showing the methylation signals correlation between the undifferentiated and the differentiated FGSCs. The correlation coefficient was calculated in non-overlapping 10 kb windows across entire genome. (**D**) The bar chart showing the numbers of DMRs distributed in distinct genomic regions of differentiated FGSCs when compared with the undifferentiated FGSCs [FDR (false discovery rate) < 0.001]. (**E**) GO analysis of genes with hypo-DMRs in promoter regions. The color and the dot size represent the enrichment levels and the number of DMR-associated genes within each GO term, respectively. (**F**) DNA methylation and expression analysis of genes with hypomethylated promoters. (**G**) Boxplots of DNA methylation or gene expression levels of the genes with hypomethylated promoters in FGSCs, diff-FGSCs, and GV oocytes. (**H**) Motifs analysis of hypomethylated DMRs in promoter regions.

## Data Availability

All original sequencing data generated in this study are available in the Gene Expression Omnibus database under accession number GSE185619, (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE185619, accessed on 16 November 2021) with the token of ‘edinoqwirpehjkf’. The code for sequencing data analysis can be found at https://github.com/Junwu302/DataAnalysisFor2cChIP (accessed on 2 April 2021).

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms232213984/s1.

# Supplementary material for: 2cChIP-seq and 2cMeDIP-seq: The Carrier-Assisted Methods for Epigenomic Profiling of Small Cell Numbers or Single Cells
**Source:** Int J Mol Sci. 2022 Nov 12;23(22):13984. doi: 10.3390/ijms232213984
**Supplement:** Supplementary file 1

## **S1. Supplemental Materials and Methods**

### ***S1.1 Buffer solutions used in the experiment***

Low-salt lysis buffer: 50 mM HEPES KOH pH 7.5, 150 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% SDS, and 0.1% sodium deoxycholate;

High-salt lysis buffer: 50 mM HEPES KOH pH 7.5, 350 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% SDS, and 0.1% sodium deoxycholate;

LiCl buffer: 10 mM Tris-HCl pH 8.0, 250 mM LiCl, 1% NP40, 1% sodium deoxycholate, and 1 mM EDTA;

TE buffer: 10 mM Tris-HCl pH 8.0, and 1 mM EDTA;

Elution buffer: 25 mM Tris-HCl pH 8.0, 5 mM EDTA, and 0.5% SDS;

Storage buffer: 50 mM Hepes pH 7.2, 100 mM NaCl, 0.1 mM EDTA, 1 mM DTT, 0.1% Triton X-100, and 60% glycerol;

5 × TMgCl-DMF: 50 mM TAPS-NaOH pH 8.3, 25 mM MgCl<sub>2</sub>, and 50% DMF;

Releasing buffer: 20 mM Tris-HCl pH 8.0, 200 mM NaCl, 2 mM EDTA, and 0.8% SDS;

ChIP dilution buffer: 20 mM Tris-HCl pH 8.0, 0.01% SDS, 1% Triton X-100, 2 mM EDTA, and 200 mM NaCl;

Wash buffer: 10 mM sodium phosphate pH 7.0, 140 mM NaCl, and 0.05% Triton X-100.

### ***S1.2 Embryonic stem cell (ESC) culture***

E14TG2a (E14) murine ESCs were cultured on 0.2% gelatin-coated plates in M15 medium containing KnockOut DMEM (Gibco), 15% fetal bovine serum (FBS, Gibco), 1% non-essential amino acids (NEAA, Gibco), 1% glutamine-penicillin-streptomycin (Gibco), 0.1 mM 2-mercaptoethanol (Sigma), and 1,000 U/mL human leukaemia inhibitory factor (LIF, Millipore).

### ***S1.3 Female germline stem cell (FGSC) culture***

FGSCs were cultured on mitomycin C-treated (10 µg/mL, Sigma) mitotically inactivated STO feeder cells in the medium consisted of Minimum Essential Medium α (MEM-α, Gibco), 10% fetal bovine serum (FBS, Gibco), 1% non-essential amino acids (NEAA, Gibco), 1 mM sodium pyruvate (Sigma), 2 mM L-glutamine (L-Glu, Sigma), 0.1 mM 2-mercaptoethanol (Sigma), 10 ng/mL mouse epidermal growth factor (EGF, PeproTech), 10 ng/mL mouse leukaemia inhibitory factor (LIF, Millipore), 10 ng/mL mouse glial cell

line-derived neurotrophic factor (GDNF, PeproTech), 20 ng/mL human basic fibroblast growth factor (BFGF, PeproTech), and 1% glutamine-penicillin-streptomycin (Gibco).

#### ***S1.4 FGSC differentiation***

In order to induce differentiation, FGSCs in logarithmic phase were digested with 0.5% trypsin and suspended in differentiation medium (FGSC culture medium with all supplements except GDNF, EGF, and LIF, but including 10 ng/mL bone morphogenetic protein 4 (BMP4, PeproTech) and 10  $\mu$ M retinoic acid (RA, Sigma)). Single cells of FGSCs were cultured on monolayer granulosa cells at 37°C in a 5% CO<sub>2</sub> incubator for 3 days. We manually collected 100 differentiated cells with a diameter of about 20  $\mu$ m for DNA methylation profiling analysis with 2cMeDIP-seq.

#### ***S1.5 Germinal vesicle (GV) oocyte collection***

To collect GV oocytes, 6-week-old C57BL/6 female mice were injected with 8 U pregnant mare serum gonadotropin (PMSG). After 46-48 h, GV oocytes enclosed by cumulus cells were obtained by puncturing the antral follicles with 30-gauge needles. The denuded oocytes were released after adherent cumulus cells being removed by hyaluronidase treatment, and then stored at -80°C before 2cMeDIP-seq experiments.

#### ***S1.6 RNA isolation and RT-PCR***

Total RNA was prepared using a PicoPure RNA Isolation Kit (Thermo Fisher Scientific). Reverse transcription was performed using a HiScript<sup>®</sup> II Q RT SuperMix kit (Vazyme), according to the manufacturer's instructions. For RT-PCR, 35 cycles were performed using Taq polymerase (Takara) with primers for genes of interest (Table S6). The gene encoding glyceraldehyde-3-phosphate dehydrogenase (GAPDH) was used as control.

#### ***S1.7 Immunofluorescent staining***

Cells were washed with PBS, fixed with 4% paraformaldehyde for 20 min and penetrated with 1% Triton X-100 for 10 min. These cells were then blocked with 5% goat serum at 37°C for 30 min, followed by incubating with the diluted (1:100) rabbit anti-Stra8 antibody (Origene) at 4°C overnight. The TRITC-labeled goat anti-rabbit antibody (1:15; Proteintech) was used for immunostaining. Images were obtained with Leica DM2500 microscope and Leica DFC 550 digital camera.

#### ***S1.8 Low-input RNA-seq***

The RNA-seq libraries of 5-8 differentiated FGSCs were constructed according to Smart-seq protocol

with modifications. The dUTP-containing DNA was added to cDNA to make the amount of nucleic acid up to 100 ng. The mixture was sheared using Covaris M220, with the parameters of length 350 bp and volume 50  $\mu$ L. Fragmented DNA was ligated with adaptors with NEBNext® Ultra™ II DNA Library Prep Kit (NEB) following the manufacturer's instructions. The ligation products were treated with USER enzyme (NEB) before PCR amplification. The purified RNA-seq libraries were sequenced by Illumina HiSeq X-ten platform.

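The dUTP-containing DNA acts as a carrier that raises the amount of nucleic acid during shearing and adaptor ligation, and the USER enzyme, which cuts DNA at uracil, removes it before amplification. The counts deposited for these libraries describe what remained and was aligned to the mouse genome. IDs that are protein accessions took 86.1% of the counts of replicate 1 and 48.8% of those of replicate 2. The mitochondrial genome took 11.9% and 7.82%, with mt-Rnr2, the mitochondrial large ribosomal RNA, as the gene with most counts in both replicates (50576 and 489). Transcripts annotated as retained introns took 1.51% of the counts in replicate 1 (95% Wilson confidence interval 1.49% to 1.53%) and 14.6% in replicate 2 (14.0% to 15.2%). Long intergenic non-coding RNAs took 0.696% and 6.37%, and pseudogenes took 4.53% and 9.15%.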

## S2. Supplementary Figures

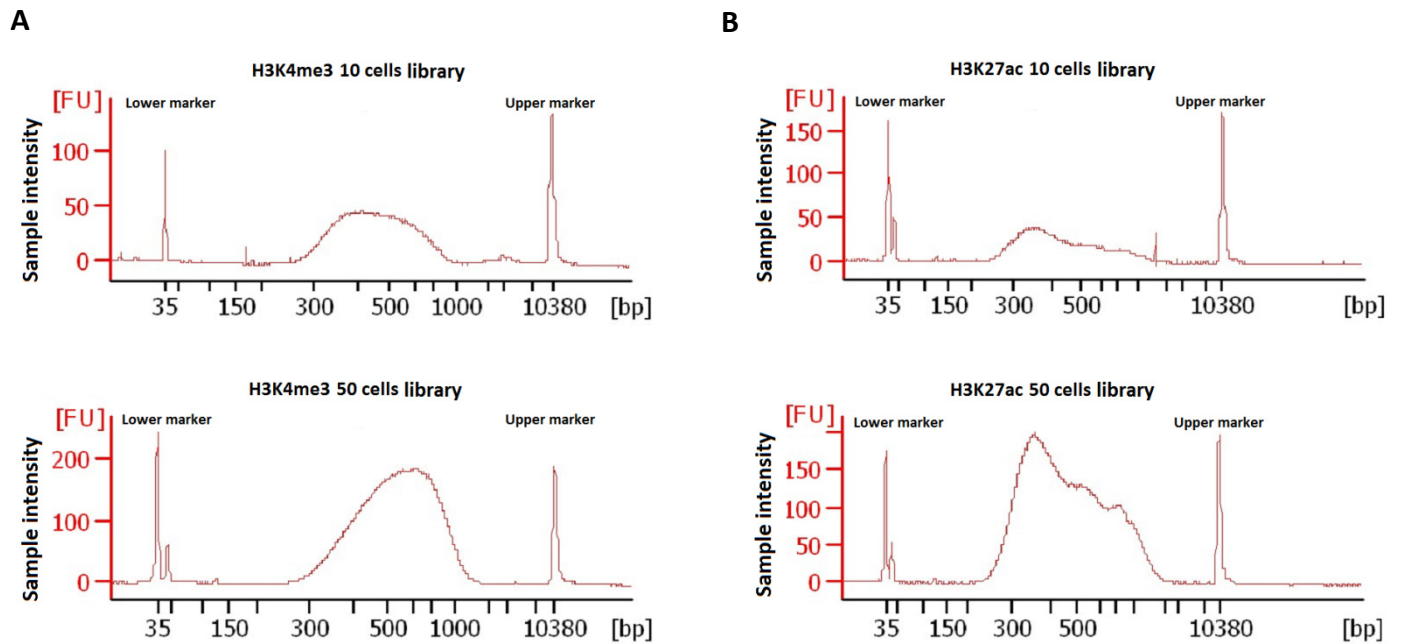

**Figure S1. Distribution of the final sequencing libraries**

(A) and (B) 2cChIP-seq libraries were evaluated by an Agilent 2100 Bioanalyzer (Agilent Technologies, CA, USA). (A) DNA size distribution of 2cChIP-seq H3K4me3 libraries using 10 and 50 cells. (B) DNA size distribution of 2cChIP-seq H3K27ac libraries using 10 and 50 cells.

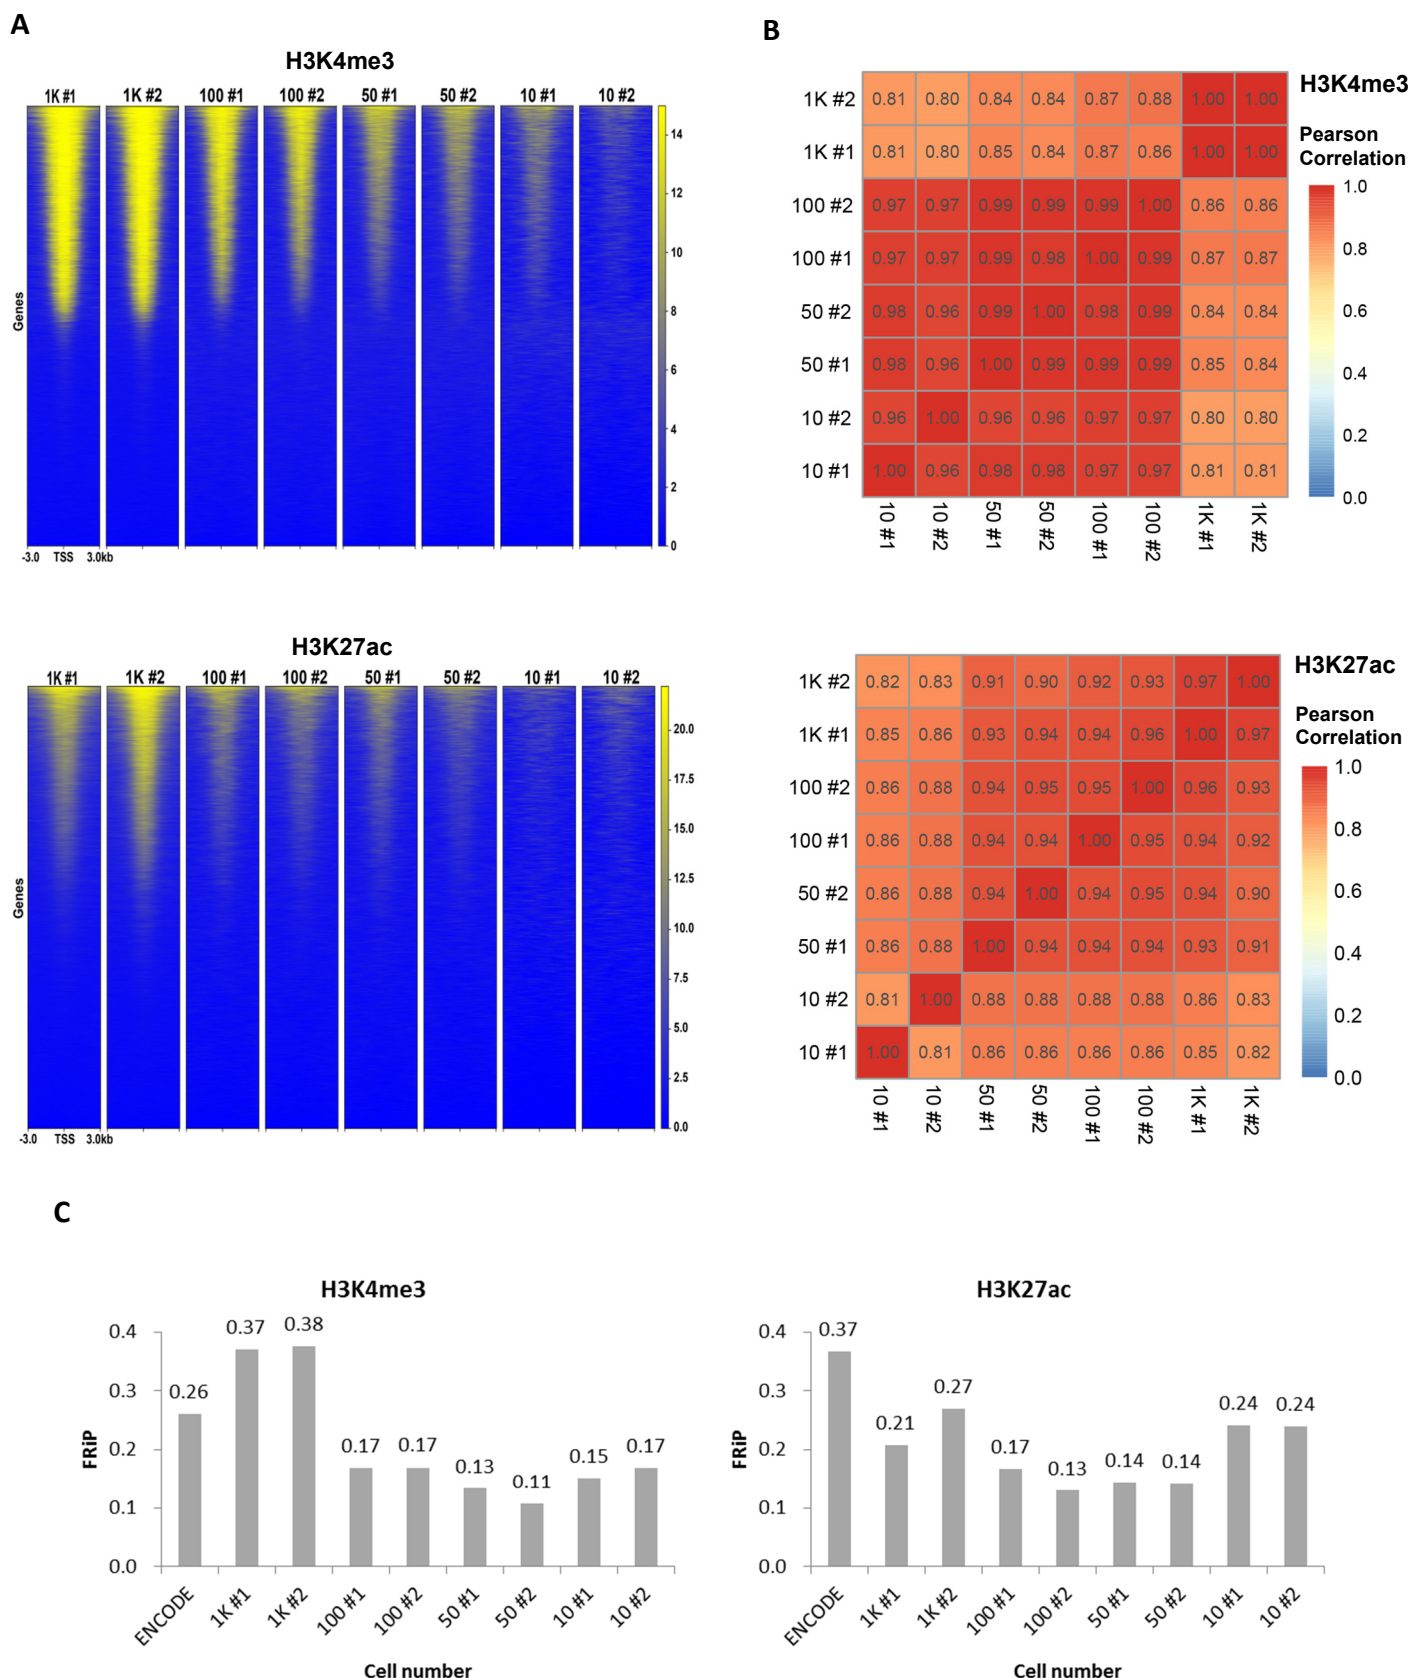

**Figure S2. 2cChIP-seq generated high-quality data for histone marks in limited numbers of cells**

**(A)** Heatmaps showing H3K4me3 and H3K27ac 2cChIP-seq signals at gene TSS  $\pm$  3 kb regions with indicated cell numbers of K562 cells. **(B)** Genome-wide correlations calculated in non-overlapped 4-kb bins between 2cChIP-seq data sets of distinct cell numbers (above: H3K4me3; below: H3K27ac). **(C)** The

fraction of reads in peaks (FRiP) of 2cChIP-seq and ENCODE data sets (H3K4me3, GSM2534289; H3K27ac, GSM733656). #1 and #2 represent two independent 2cChIP-seq experiments.

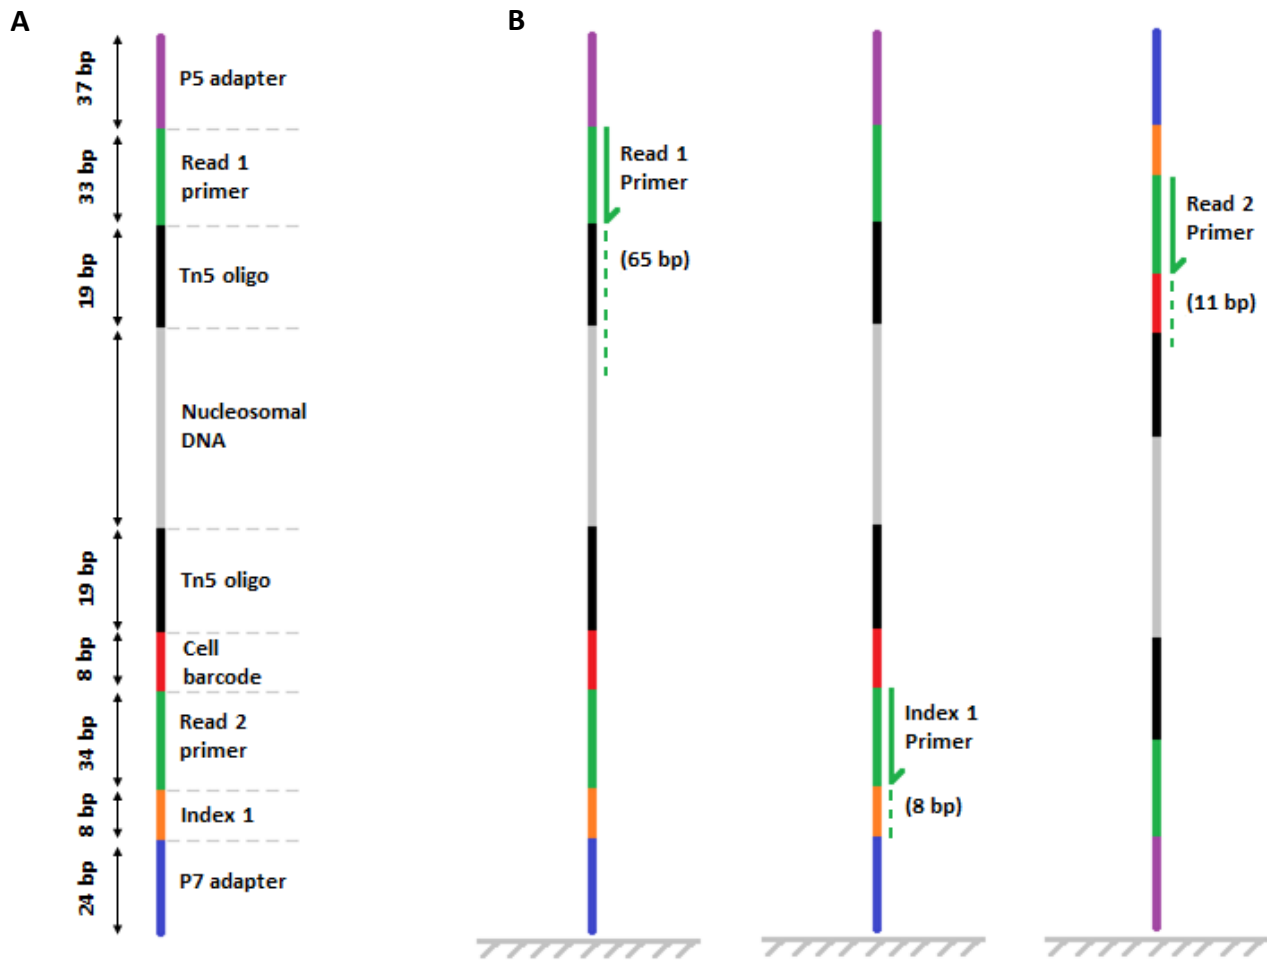

**Figure S3. The structure of single-cell 2cChIP-seq library**

**(A)** Schematic of the final sequencing product with size in bp of each constituting element. **(B)** Single-cell 2cChIP-seq libraries were sequenced as follows: 65 bp were assigned to read the nucleosomal sequence and 11 bp were assigned to read the barcode.

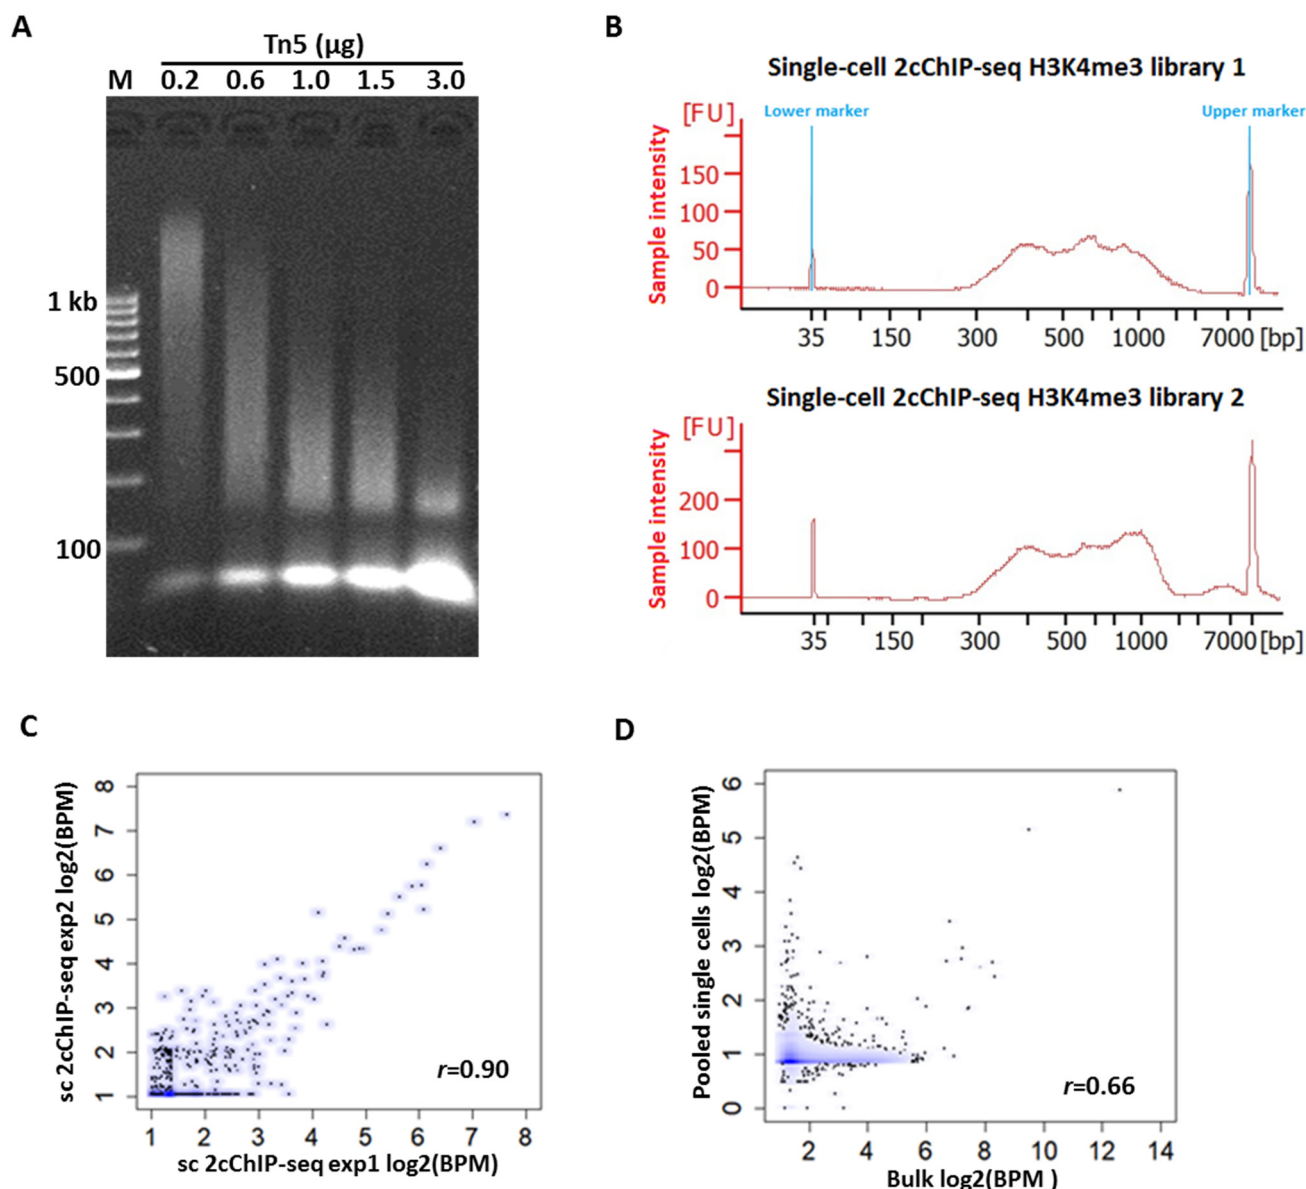

**Figure S4. Single-cell 2cChIP-seq library preparation and data analysis**

**(A)** Optimization of the Tn5 complex amount for efficient tagmentation. The condition yielding DNA fragments of < 1 kb was picked for single-cell 2cChIP-seq. 1 μg Tn5 transposase was selected accordingly; M: 100 bp DNA marker. **(B)** Single-cell 2cChIP-seq libraries were analyzed using a bioanalyzer (Agilent Technologies, CA, USA). **(C)** Comparison of single-cell 2cChIP-seq data sets from two experiments using H3K4me3 signals of aggregated single mouse embryonic stem cells in 96-well plates. Pearson correlation coefficient was calculated with H3K4me3 signals. **(D)** A scatter plot showing the correlation between the bulk cell H3K4me3 ChIP-seq (GSM1003756) and pooled single cell 2cChIP-seq data. BPM, bins per million mapped reads.

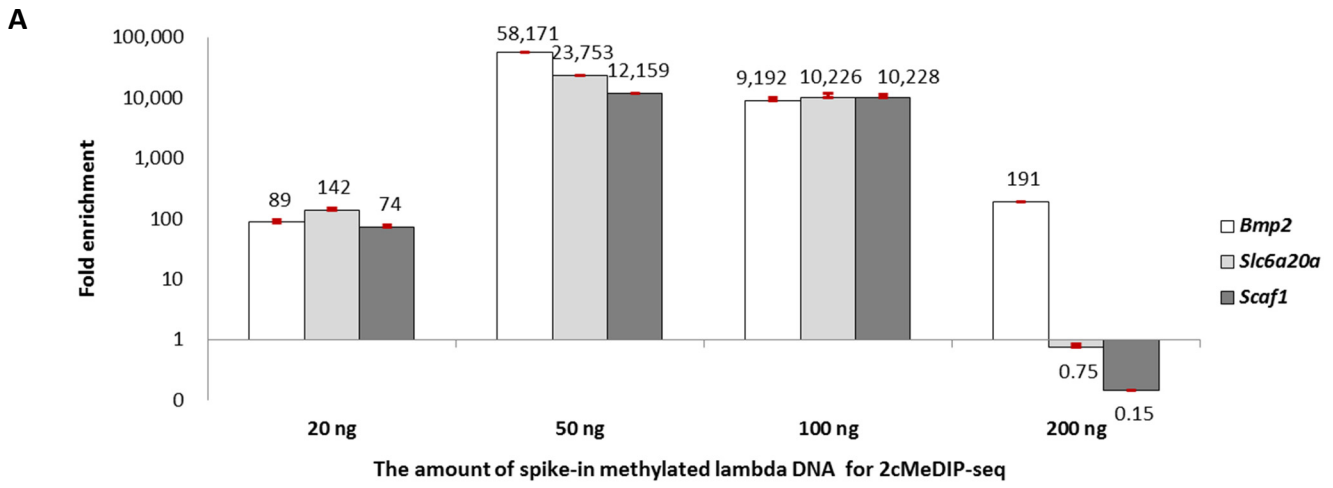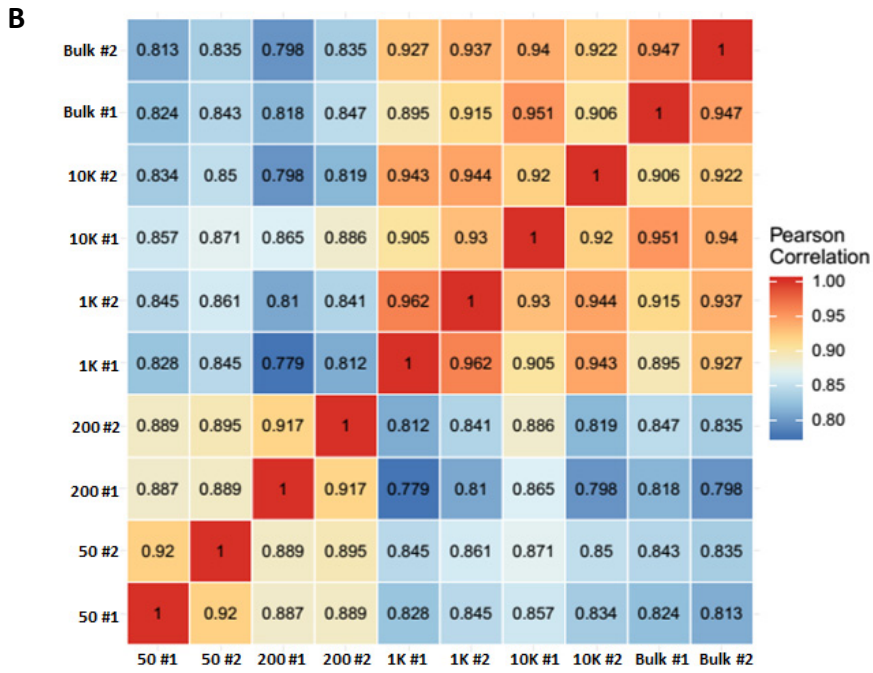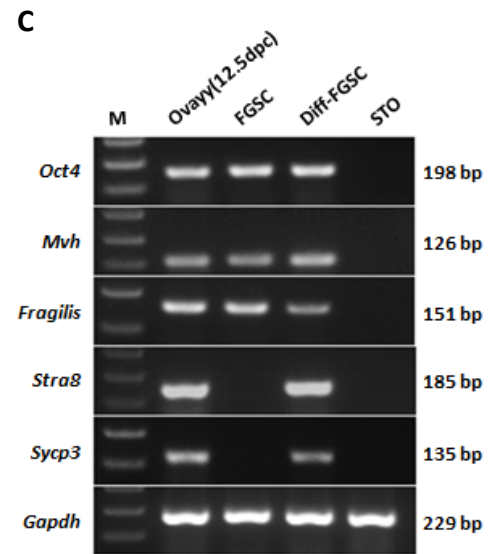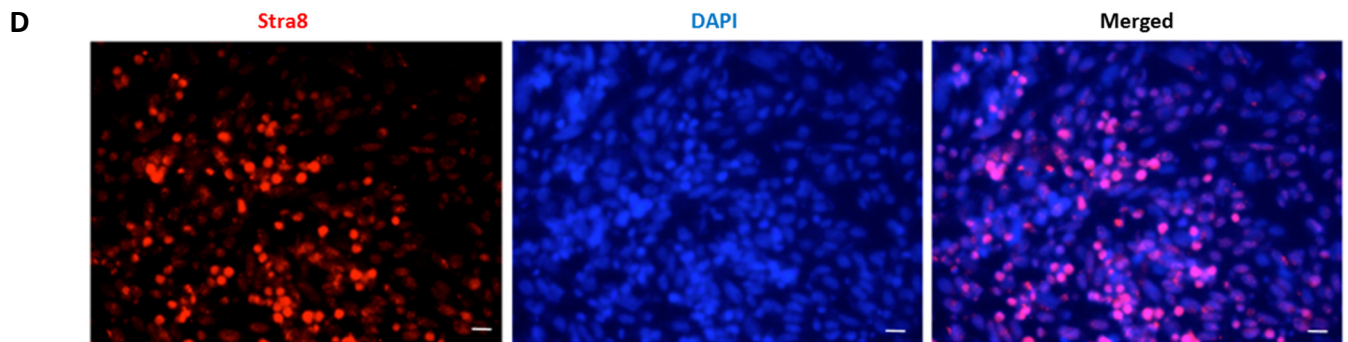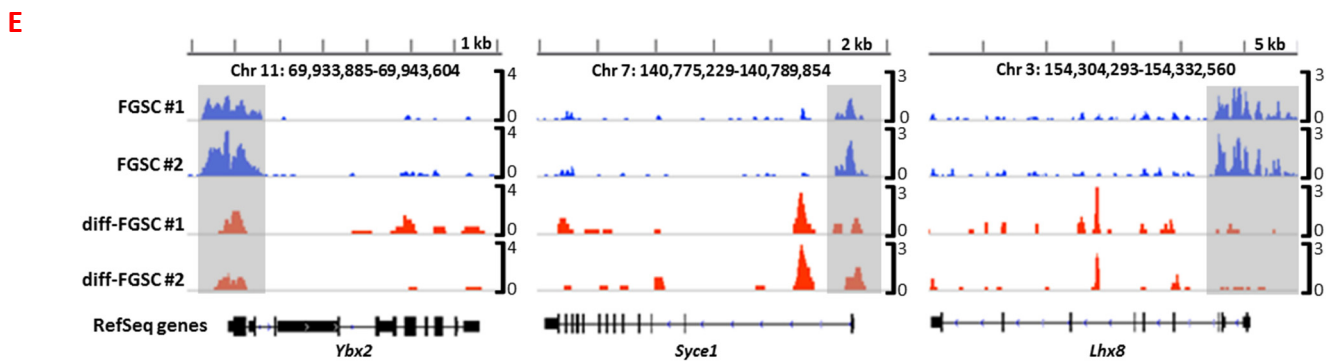

**Figure S5. 2cMeDIP-seq generated high-quality data for DNA methylation in limited numbers of cells**

**(A)** Optimizing the amount of methylated lambda DNA for immunoprecipitation. **(B)** Genome-wide Pearson correlation analysis (window size = 4 kb) of normalized read counts of 2cMeDIP-seq data sets in distinct sample sizes. **(C)** Detection of mRNA expression of germ cell markers and differentiation markers by RT-PCR. M: 100 bp DNA marker; lane 1, Ovary (12.5 dpc); lane 2, FGSC; lane 3, Diff-FGSC (differentiated FGSC); lane 4, STO (negative control). The sizes of the resolved DNA fragments are (in bp): *Oct4*, 198; *Mvh*, 126; *Fragilis*, 151; *Stra8*, 185; *Sycp3*, 135; *Gapdh*, 229 (internal control). **(D)** Immunofluorescence detection of *Stra8* in differentiated FGSCs. 

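The primers of Table S6 were placed on the GENCODE M21 transcripts of GRCm38. Each pair matched both of its ends in transcripts of a single gene, and the distance between the outer primer ends was that of the legend for each of the 6 genes. Oct4 is the gene Pou5f1 (chromosome 17, 35506018 to 35510772), a pluripotency factor kept in germ cells, and its primers span 198 bp in 6 transcripts. Mvh is Ddx4 (chromosome 13, 112598333 to 112652475), a germ cell RNA helicase, with 126 bp. Fragilis is Ifitm3 (chromosome 7, 141009586 to 141010770), a membrane protein of early germ cells, with 151 bp. Stra8 (chromosome 6, 34920163 to 34939344), which is induced by retinoic acid before meiosis, gave 185 bp, and Sycp3 (chromosome 10, 88459569 to 88473236), a component of the meiotic chromosome axis, gave 135 bp. Gapdh (chromosome 6, 125161715 to 125166467), the internal control, gave 229 bp. STO cells, the mouse embryonic fibroblast line used as feeder layer, served as the negative control of the panel.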

Scale bars, 20  $\mu$ m. **(E)** Examples of track view showing DNA methylation signals at three differentiation-related loci *Ybx2*, *Syce1*, and *Lhx8*. Gray rectangles outline the promoter regions. Chr, chromosome. #1 and #2, two biological replicates.

How the deposited data were processed for this re-analysis (not part of the article)

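RNA-seq of differentiated FGSCs was measured in 2 libraries of 5 to 8 cells each. The authors deposited whole-number counts per ID, after aligning the reads to mm10 with TopHat, without normalization and without pooling the replicates. The paper describes FPKM from Cufflinks as the unit of expression, and the tests had been laid out for FPKM before the data were examined. FPKM was therefore computed here from the deposited counts, as the counts of a gene per kilobase of its exons in the GENCODE M21 annotation of GRCm38 and per 1000000 counts over all 129311 IDs of the library. The counting step thus differs from the Cufflinks step the paper describes, and the paper's text does not name the gene annotation used for it. Since both libraries belong to the same condition, no test between groups of samples was run. The FGSC and GV oocyte libraries and the ChIP-seq and MeDIP-seq data were not analysed here.

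The genes of the 53245 protein accessions were not listed beside them and are inferred. The IDs are listed in 2 blocks, each in the order of chromosome and transcript start, so each accession lies between annotated transcripts. Its candidates were the protein-coding transcripts that start there and are not listed under their own ID, narrowed by its rank among the accessions of the same interval. A single gene remained for 85.3% of the accessions. IDs of known gene were hidden to check this: with 80% hidden, 98.8% of those placed in 1 gene were placed in the right one. The candidates in this check were exactly the hidden transcripts. For the accessions the right transcript can be missing from the candidates, and 98 accessions had no candidate gene. The check therefore does not give the accuracy for the accessions. On the real counts of replicate 1, 1 placed and 1 Ensembl ID of the same gene correlated with a Spearman rho of 0.081 across 9355 genes, against 0.084 for a pair of Ensembl IDs across 6518 genes; both are low. IDs with several candidate genes held part of the counts, and 86.8% of the counts of replicate 1 and 91.7% of those of replicate 2 were on IDs of 1 gene. Genes with any such ambiguous ID were left out whether or not it had counts. That kept 46794 of 55134 genes, and 13727 of the 21861 protein-coding genes. This choice was made after the number of genes with counts had been looked at and before the results given here were computed; it replaced a plan to keep genes whose ambiguous IDs had no counts, which would have removed genes because of their counts.

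Demethylated genes were the union of the gene list and the promoter hypo-DMR entries of Table S5 as far as they were used here, 2102 symbols, of which 2093 matched a gene of the annotation directly or through a synonym. Values were described on the log2(FPKM + 1) scale. The share of demethylated genes at a mean FPKM of 1 was set against 10000 random lists, and the relation to methylation loss was tested with 100000 permutations. Of 200 random lists tested on simulated data, 6 had a share under 0.05. The genes named were those the paper names with FGSC differentiation, the 10 promoter hypo-DMR genes with the lowest FDR, the 10 demethylated genes with the highest mean FPKM among those at 1 or more in both replicates, and marker genes listed before the data were examined; mt-Rnr2 and Gm10800 were chosen after their values were seen.

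Replicate 1 held 1517151 counts and replicate 2 held 12442, and the smallest level taken as shown was 3 counts. Confidence intervals are 95% Wilson intervals of counting error, and PCR reads are not independent molecules. Alternatives set before the data were examined were the filter on genes at 0, the highest entry per gene, small RNA genes, the scale, the pseudocount, the threshold, each replicate left out and the parts of Table S5; others were added afterwards. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.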

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

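The tests on cell type markers were chosen after the counts of these genes had been seen; the test on Gm10800 was written before it was run.

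Signal of somatic cell types, which the paper does not report for these libraries, reached 3 counts in replicate 1. Of 12 fibroblast markers, 7 had at least 3 counts, among them Dcn with 2281, Col1a2 with 910 and Pdgfra with 726, while Vim, Fn1 and Thy1 had 1 count each and Lum was listed at 0. Of 15 granulosa cell markers, 5 had at least 3 counts, among them Kitl with 453 and Fst with 229, while Foxl2, Fshr and Amh were listed at 0. In replicate 2, 3 fibroblast markers reached 3 counts, Col1a2 with 6, Fn1 with 5 and Col3a1 with 3, and 0 granulosa cell markers did. RNA from feeder fibroblasts or from the granulosa cell monolayer is a candidate source. Random lists of protein-coding genes, matched on exonic bases that belong to 1 transcript, reached 3 counts for 2 to 8 genes in place of the 12 fibroblast markers (two-sided share of lists as far 0.216) and for 1 to 8 genes in place of the granulosa cell markers (two-sided share 1). Neither list thus stood apart by the number of genes counted. The level of these genes was not tested, and the design gives no library of either cell type, so expression by the differentiated FGSCs themselves cannot be told apart from RNA of other cells.

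Gm10800 (chromosome 2, 98666547 to 98667301, GRCm38) held 3.16% of the counts of replicate 2 (95% Wilson confidence interval 2.87% to 3.48%) and 0.378% of those of replicate 1. It is outside the genes the paper discusses. Transcripts of 12 other genes share a stretch of 31 bases with it, but the paper's text does not say how reads that align to several places were counted, so this number does not tell whether recurring sequence raised or lowered the counts. Of the 12, Gm10801 and Gm21738 were also among the genes with most counts in replicate 2. They held 0.900% and 0.506% of its counts, against 0.031% each in replicate 1. Gm26917, which is not among the 12, shifted likewise, from 0.013% in replicate 1 to 0.812% in replicate 2. Why these shares differ between the replicates was not tested. No biological explanation was tested, since both replicates have the same condition.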

How the results depend on the processing

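The comparison of demethylated with other genes (7.90 percentage points more at a mean FPKM of 1) reversed when only genes above 0 in at least 1 replicate were kept (-12.2). Among the alternatives chosen after seeing the data, it reversed against protein-coding genes only (-10.3, also with lists matched on exonic bases of 1 transcript), with only IDs from Ensembl (-2.34) and with pooled reads (-1.98). It ranged from -2.24 to 10.9 across the 2 fits that each left out one replicate. Its direction at an FPKM of 1 thus differed between backgrounds and between the replicates. The backgrounds differ in gene type, since 1473 of 1576 demethylated but 12254 of 45218 other genes were protein-coding. The share of genes with a count was higher among demethylated than among all other genes in both replicates.

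The rank correlation of expression with the log2 fold change of promoter methylation was -0.05, where a negative sign means higher expression with more methylation loss. This correlation lay at 0.0033 and 0.0021 when only genes above 0 in at least 1 or in both replicates were kept. In the permutation test it passed the threshold of 0.05 over all genes with counts of ambiguous IDs left out (-0.0587, p = 0.0345) or given to each (-0.0637, p = 0.0214), and with only Ensembl IDs (-0.0652, p = 0.0423). The permutation p ranged up to 0.985 over the alternatives. Without one replicate it ranged from -0.0650 to -0.0105.

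Pearson's r between the replicates (0.164) fell to -0.18 among genes above 0 in at least 1 replicate. This filter drops the genes at 0 in both replicates, and 1642 of the 11974 genes kept had a count in both. The filter thus lowers r by itself, and -0.18 does not measure how well the replicates agree. Pearson's r was 0.149 with IDs that had a single gene between their neighbours and 0.181 with ambiguous counts given to each gene. With only Ensembl IDs it was 0.0945, and for protein-coding genes 0.181. Genes at an FPKM of 1 in both replicates numbered 1105, against 1675 with ambiguous counts given to each and 296 with only Ensembl IDs, and from 3301 to 6860 genes reached it in the replicate that remained when the other was left out.

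The median of the demethylated genes stayed at 0 except among genes above 0 (1.67) and, by the change of scale, with a pseudocount of 0.1 (-3.32). The upper quartile (0.96) became 3.65 among genes above 0, 1.74 with FPKM scaled to the same total in both replicates, 0.0648 with a pseudocount of 0.1, 0.506 and 1.395 with ambiguous counts left out or given to each, 0 with only Ensembl IDs, 1.85 with lengths in sequence of 1 transcript, 0.42 with pooled reads and 1.15 for protein-coding genes, and 0 to 0.23 without one replicate. The share at FPKM 1 (24.8%) became 55.6% among genes above 0, 35.7% at a threshold of 0.1 and 17.9% at 5, 6.66% with only Ensembl IDs, 29.0% with lengths in sequence of 1 transcript and 14.1% with pooled reads, and ranged from 12.5% to 17.6% without one replicate. The cause of these changes was not tested. The alternative on quantification status was not run, since the counts come without one. No paired analysis was possible because both libraries belong to 1 group. The 12442 counts of replicate 2 limit every value that uses it.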

Differences from the paper's values

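For the demethylated genes in differentiated FGSCs, the upper quartile of log2(FPKM + 1) was 0.96 here, against the paper's about 0.45 in Fig. 6G, read by eye. None of the alternatives set before the data were examined brought the value within the limits used here; without replicate 2 it was 0.23. Among alternatives chosen after seeing the values, pooling the reads of both replicates gave 0.42, and keeping every gene while leaving out counts on IDs of several genes gave 0.51. The median was 0 here, against the paper's about 0.05 in Fig. 6G, read by eye, a height that the reading cannot separate from 0; no alternative set before the data were examined gave a value nearer to it.

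The paper's text gives Stra8 and Sycp3 as detected in RA-treated FGSCs (Fig. S5C,D). In the RNA-seq counts, both were listed at 0 in both replicates. For Stra8, 348 of 1803 exonic bases were annotated to 1 transcript only, and for Sycp3 95 of 1264. Reads on the other bases were largely uncounted. In replicate 2, 3 counts correspond to an FPKM of 133.7 for Stra8 and 190.8 for Sycp3. RT-PCR and immunofluorescence are also other measures than these counts, so the zeros do not show that the genes were not transcribed.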

Other observations

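Of the tests below, those on depth and on the germ cell markers were chosen after the result was seen; the other tests were written before they were run.

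Replicate 2 held 4259 IDs with a count. Draws of replicate 1 down to the total of replicate 2 gave a median of 3374 IDs in 100 draws, fewer than replicate 2 had. Transcripts annotated as retained introns took 14.6% of the counts of replicate 2 (95% Wilson confidence interval 14.0% to 15.2%) and 1.51% of those of replicate 1 (1.49% to 1.53%), a share that drawing fewer reads would not shift. Lower depth alone, as fewer reads of the same composition, thus does not account for the difference between the replicates. The draws carry sampling noise only and do not tell other cells, amplification and background apart. Background such as genomic DNA or unspliced RNA is a candidate explanation. Replicate 2 held 180.5 counts per 1000000 exonic bases on the 5119 genes with 10 or more counts in replicate 1, which is 2.45 times the density on the 36480 genes at 0 there. This lies between the limits set for an even spread and for counts that follow replicate 1, so the pattern cannot be told apart from background, nor from cells that differ.

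None of 39 markers of germ cells, meiosis and oocytes reached 3 counts in replicate 1, and up to 3 would do so if every ambiguous ID were theirs, Ifitm3, Hormad1 and H1foo. Matched random lists reached 3 counts for a median of 8 genes, with 95% of the lists between 4 and 14. Depth or sequence left uncounted, as far as this match covers them, does not account for it. Of 10 housekeeping genes, 6 reached 3 counts, against 0 to 5 in matched lists (two-sided share 0.014), so the same test picked up genes that were present. The match goes by transcript and not by ID, and some genes that every cell uses were also nearly uncounted in replicate 1, with 0 counts for Pgk1 and 1 each for Eef1a1 and Tbp. A mislabelled sample, loss of these RNAs in amplification and a low level in the cells were not tested. The tests on fibroblast and granulosa cell markers do not decide whether cells of another type were collected. For replicate 1 the 39 markers are thus only known to be listed below 3 counts, apart from the 3 with ambiguous IDs. In replicate 2, 1 of the markers reached 3 counts, the germ cell marker Tfap2c with 5 counts and an FPKM of 109.2, and Ifitm3 had between 0 and 6 counts there because of ambiguous IDs.

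Demethylated protein-coding genes had a count in replicate 2 more often than others (18.2% of 1473 against 13.6% of 12254). Their exons are longer, with a median of 4732 against 3806 bases. Among random lists matched on exonic bases, 95% had between 209 and 260 genes with a count, against 268 demethylated genes (two-sided share 0.01), so length does not fully account for the difference. In replicate 1 the demethylated genes were below other protein-coding genes, so the difference is a hypothesis from 1 library of low depth.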
